# Large scale study of anti-sense regulation by differential network analysis

**DOI:** 10.1186/s12918-018-0613-7

**Published:** 2018-11-20

**Authors:** Marc Legeay, Sébastien Aubourg, Jean-Pierre Renou, Béatrice Duval

**Keywords:** Differential network analysis, Anti-sense regulation, Functional analysis

## Abstract

**Background:**

Systems biology aims to analyse regulation mechanisms into the cell. By mapping interactions observed in different situations, differential network analysis has shown its power to reveal specific cellular responses or specific dysfunctional regulations. In this work, we propose to explore on a large scale the role of natural anti-sense transcription on gene regulation mechanisms, and we focus our study on apple (*Malus domestica*) in the context of fruit ripening in cold storage.

**Results:**

We present a differential functional analysis of the sense and anti-sense transcriptomic data that reveals functional terms linked to the ripening process. To develop our differential network analysis, we introduce our inference method of an Extended Core Network; this method is inspired by C3NET, but extends the notion of significant interactions. By comparing two extended core networks, one inferred with sense data and the other one inferred with sense and anti-sense data, our differential analysis is first performed on a local view and reveals *AS-impacted genes*, genes that have important interactions impacted by anti-sense transcription. The motifs surrounding AS-impacted genes gather transcripts with functions mostly consistent with the biological context of the data used and the method allows us to identify new actors involved in ripening and cold acclimation pathways and to decipher their interactions. Then from a more global view, we compute minimal sub-networks that connect the AS-impacted genes using Steiner trees. Those Steiner trees allow us to study the rewiring of the AS-impacted genes in the network with anti-sense actors.

**Conclusion:**

Anti-sense transcription is usually ignored in transcriptomic studies. The large-scale differential analysis of apple data that we propose reveals that anti-sense regulation may have an important impact in several cellular stress response mechanisms. Our data mining process enables to highlight specific interactions that deserve further experimental investigations.

**Electronic supplementary material:**

The online version of this article (10.1186/s12918-018-0613-7) contains supplementary material, which is available to authorized users.

## Background

Understanding cell regulation mechanism is a key issue in bioinformatics. In the last two decades, large-scale gene expression profiling has led to considerable advances on this topics. Many discoveries have been obtained by differential expression analyses. In medicine, molecular classification of diseases may be achieved by looking for differentially expressed genes when comparing microarray datasets from healthy and disease samples [1]. Even if useful as prognostic tools, these approaches do not provide explanations about the dysfunctional mechanisms that cause the disease. Therefore, as reviewed in [2], recent works move to differential networking in order to identify cell regulations that are altered in disease samples.

Differential network biology [3, 4] refers to a set of works that rely on differential network mapping to analyse interactions between components of a biological system. These works study the changes that can be observed in the interaction networks representing biological systems when different environmental conditions, different tissue types, different disease states or different species are considered.

One type of approach in network biology is to integrate static interaction knowledge with dynamic changes in gene expression or metabolic fluxes. In [5], the authors propose to screen a known molecular interaction network to identify active sub-networks; an active sub-network is a connected region of the network with an unexpected high level of differential expression over particular sets of conditions. The top-scoring active sub-networks help to uncover regulatory mechanisms that control the expression changes in these experiments. In [6], the integration of a static protein-protein interaction network with ageing-related gene expression data is used to identify cellular changes related to age. An interaction from the reference network is put in the network associated to age *A* if the two related proteins are expressed in the datasets relative to *A*. The topologies of 37 different age-specific networks are analysed. While the global network topology does not exhibit significant changes with age, the measures of local topology (node degree, clustering coefficient, graphlet degree, …) reveal a small set of proteins whose centrality values are correlated with age.

Another possible approach is to compare networks inferred from data. A lot of methods have been proposed in the literature for the task of building an interaction network from a collection of expression data [7–10]. In these reverse engineering methods, the network modelises gene interactions as static processes inferred from a set of similar samples. To decipher the cellular response to different situations, more recent studies propose to identify differential co-expression patterns by comparing several networks [11, 12]. The comparison may be carried on pair-wise gene co-expressions by quantifying the significant differences [13, 14]. The comparison may also identify sub-networks containing significant changes of regulation; in [15], the authors measure the preservation of network modules across a set of condition-specific networks. Thus differential network analysis proposes to identify significant interaction modifications when comparing networks involving the same set of actors but related to different conditions.

The present work aims to study the impact of anti-sense transcription on gene networks by a method inspired by differential network analysis. Anti-sense RNAs are endogenous RNA molecules whose partial or entire sequences exhibit complementarity to other transcripts. Their different functions are not completely known but several studies suggest that they play an important role in the regulation of gene expression [16]. Mechanisms of anti-sense regulation can affect positively or negatively the protein production through their impact on transcription [17], mRNA degradation/stability [18] or final translation [19]. More recent works have also shown that anti-sense RNA are involved in the chromatin architecture [20]. Among their different functions, anti-sense genes can trigger the post-transcriptional gene silencing: it is a RNA-degradation mechanism creating small interfering RNAs (siRNA). The anti-sense transcript and the sense transcript hybridize themselves to form a double strand RNA (dsRNA). For instance, in *Arabidopsis thaliana*, [21] found that the RPP5 defence gene was affected by this phenomena: its sense and anti-sense dsRNA are degraded in siRNA which presumably contributes to the degradation of the sense transcript in the absence of pathogen infection. A similar mechanism regarding the salt tolerance in *Arabidopsis thaliana* has been described [22]. The description of these regulations and the results of genome-wide approaches [23, 24] suggest that anti-sense genes and RNA are major actors of biological pathways and must be integrated in the methods inferring gene networks.

The present work deals with apple data because a previous study [24] reveals different interesting points about anti-sense transcription in this organism. The authors used a dedicated microarray chip and RNA-Seq of small RNAs to analyse anti-sense transcription in eight different organs of apple *Malus domestica*. In their analysis, the three following points are important results about anti-sense transcription. Firstly, their measures of sense and anti-sense transcription show that, when considering the sense genes expressed in at least one of the eight organs, a significant level of anti-sense expression is found for 65% of them. This observation is higher than the previous studies performed on *Arabidopsis thaliana* [25, 26] that identified only 30% of anti-sense expression. Secondly, the presence of short interfering RNAs is correlated with the anti-sense transcript expression. Thirdly, the levels of expression of anti-sense transcripts vary depending on both organs and Gene Ontology (GO) categories: genes related to fruits and seeds, and belonging to the "defense" GO class have higher levels.

The work described in this paper proposes a genome-wide analysis of apple transcriptomic data, with measures of anti-sense transcripts, in the context of fruit ripening and cold storage. To identify the impact of integrating anti-sense transcription in gene network inference, we propose to achieve an original differential network analysis where we compare two context-specific gene networks inferred from two sets of actors: the first set is only composed by sense transcripts, it represents a usual transcriptomic study; the second set is composed by both sense and anti-sense transcripts. By computing the major differences between these two networks, we aim to highlight interactions that are greatly impacted by anti-sense transcripts and that would be neglected in a classical gene expression analysis.

The gene network inference methods based on statistical measures lead to infer many interactions in the network. Some of them are noise or redundant, we call them false positive interactions. A lot of works have been done to minimize such false positive interactions [27, 28]. Altay and Emmert-Streib [8] proposes to study what they call the core part of the gene network. The core network represents the most trustworthy part of the network: it is computed by selecting only the most significant interaction for each gene. However, the constraint of selecting only one interaction per gene seems too restrictive. We propose to extend the core network by considering a small number of significant interactions for each gene. Therefore, our gene network inference method computes what we call an *Extended Core Network (ECN)*. We use ECN in our differential analysis to discover the interactions of the core network that are impacted by the integration of the anti-sense transcripts. Our proposal is summarized by the workflow presented in Fig. 1. We then define the notion of *AS-impacted genes* to identify the genes whose network neighbourhood is drastically different when the anti-sense transcripts are considered. We also study the relationships between the AS-impacted genes and we try to explain how their neighbourhood is rearranged by computing Steiner trees.

**Fig. 1:**
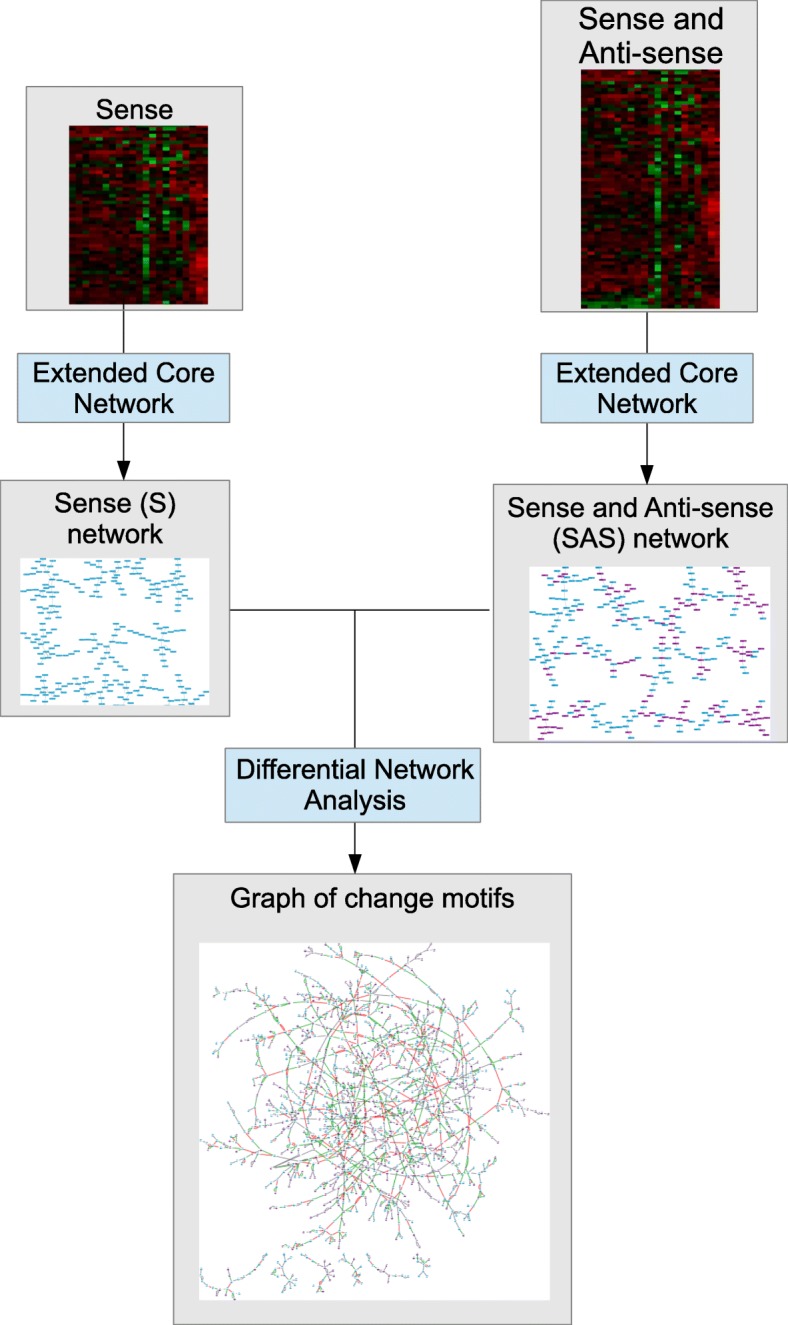
Differential network analysis. In order to identify change motifs, we realise a differential network analysis from gene networks inferred by Extended Core Network on Sense data in one hand, and Sense and Anti-Sense data in an other hand

The rest of the paper is organized as follows. In “Methods” section, we first present the biological samples and the differential functional analysis that we propose to study the impact of anti-sense data on functional enrichment tests. Then we introduce the Extended Core Network Inference algorithm and we evaluate it on artificial datasets. We also present our differential analysis of two core gene networks built on different sets of actors, with the associated definition of change motifs and AS-impacted genes. We finally explain the computation of Steiner trees to study the relationships between AS-impacted genes. In “Results and discussion” section, we first present the results of the differential functional analysis ; the outputs are functional terms clearly consistent with ripening in cold situation. We then present the results of our differential network study, with a detailed biological analysis that confirms the interest of taking into account anti-sense transcription in biological experiments.

## Methods

### Biological material

We study the anti-sense transcription in the context of apple fruit ripening thanks to microarray data. The AryANE v1.0 microarray is designed to detected 63,011 predicted sense genes and 63,011 complementary anti-sense sequences for the *Malus domestica* genome [29]. With this microarray, we can identify the sense and anti-sense expression for the whole predicted genome. We used data produced in order to study the evolution of fruit in cold storage condition for different varieties. For each 22 genotypes we have two samples: one at harvest time (H) and one 60 days after harvest time (60DAH) with fruits kept at 4°C. The data produced by the microarray are the intensity values of loci, a locus being associated to a gene. 

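Fruit RNA was measured on the AryANE v1.0 array, whose probes are read in the Cy3 and the Cy5 dye channel, with 1 fruit sample per channel. At harvest, 60 channels were analysed here, from 14 genotypes in 27 combinations of genotype and harvest year (12 from 2011, 14 from 2012 and 1 from 2013). At 60DAH, 52 channels came from 14 genotypes in 26 such combinations (13 from 2011, 12 from 2012 and 1 from 2013). In each condition, 10 of the genotypes were cultivars, among them Fuji, Gala, Golden delicious, Granny Smith, Jonagold and Cox, and 4 were hybrids. The genotype-year was taken as the replicate, and 24 genotype-years were sampled in both conditions. The paper gives 22 genotypes, and its text does not name which samples these were. The paper gives a storage temperature of 4 °C, and the sample labels give 1 °C. The authors deposited 1 normalized log2 value for each of 126022 probes in each channel. The medians of the deposited channels ranged from 6.95 to 9.28 at harvest and from 6.49 to 11.64 at 60DAH, so the channels did not share 1 distribution. The 112 channels of both conditions were therefore quantile-normalized together. All channels of a genotype-year were then averaged, and were treated as repeats of the same sample, although the labels do not say that they carry the same RNA. Before averaging, the deviations from the mean over all 112 channels were correlated within each condition. The median was 0.554 between channels of the same genotype-year (lowest -0.049), and -0.029 between channels of different genotypes. Probes with an ID ending in _r were read as sense and the others as anti-sense. A transcript was called at an adjusted p under 0.01 from limma (Benjamini-Hochberg over all probes) and a log2 fold change of at least 1 in size. The paper states both thresholds, and its text names neither the test nor a correction. Gene functions printed with apple IDs are those of the Arabidopsis matches in the paper and in Additional file 3. The replicates come from 14 genotypes in each condition and 16 over both, most of them in more than 1 harvest year. Channels of the same genotype in different years correlated at a median of 0.394, so the replicates are not fully independent. The values carry no measure of signal over background, so a low value cannot be told from an absent transcript.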

In order to analyse the microarray data, we use the quantile normalization [30, 31]. Then we selected differentially expressed transcripts (*p*-val < 1%) between harvest and 60 days later. Based on a previous study [24], we applied a further threshold of 1 log change between the two conditions. We identified 931 sense transcripts and 694 anti-sense transcripts differentially expressed between H and 60DAH. 

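An expansin transcript, MDP0000193127_r, of a protein family that loosens the cell wall, rose from 8.00 ± 0.73 (SD, n = 27) at harvest to 11.88 ± 1.83 (SD, n = 26) at 60DAH on the log2 scale. This is a log2 fold change of 3.87 (SE 0.369, adjusted p = 6.25e-11 from limma). A transcript of a leucine-rich repeat disease resistance protein, MDP0000158470_r, rose by 3.03 (SE 0.312, adjusted p = 4.18e-10 from limma), and that of an oligopeptide transporter, MDP0000534716_r, rose by 3.08. The transcript of Fro1, MDP0000151721_r, tied to cold acclimation, fell by 3.21 (SE 0.311, adjusted p = 9.39e-11 from limma). The transcript of the transporter AMT1, MDP0000427102_r, fell as well (adjusted p = 4.17e-09 from limma). Among anti-sense transcripts, the one opposite the xyloglucan endotransglycosylase MDP0000158544, an enzyme that remodels cell wall xyloglucan, fell by 3.06 (SE 0.318, adjusted p = 5.52e-10 from limma). Over all probes, 1531 sense transcripts were called, of which 369 were higher and 1162 lower at 60DAH. Of 707 called anti-sense transcripts, 214 were higher and 493 lower. Of the called transcripts, 394 moved the same way in all 24 genotype-years sampled in both conditions, 224 of them sense and 170 anti-sense. The higher share of all calls was 26.1%, against 46.7% on the deposited values without further normalization, where the median of all probes was 0.40 higher at 60DAH, and 50.4% when each condition was quantile-normalized by itself, a setting chosen after seeing the data. For anti-sense transcripts alone the balance turned, with 239 higher and 174 lower on the deposited values and 648 and 422 when each condition was normalized by itself. Both settings leave a shift of all probes in place, so the balance of calls depends on the scaling. Within the 2011 harvest 1008 sense and 479 anti-sense transcripts were called, and within the 2012 harvest 313 and 226. In 2011, 119 of the sense calls were higher and 889 lower, while in 2012 they divided evenly into 158 and 155. These counts come from separate fits. A direct test of the interaction of storage with harvest year (limma, 22 genotype-years) passed for 0 transcripts at an adjusted p under 0.01. In simulated data that test recovered 37% of differences of 1.5.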

We found 200 couples (i.e. sense and anti-sense complementary transcripts) among the differentially expressed transcripts. 

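Both strands of the disease resistance gene MDP0000419926 rose, the sense transcript by 3.48 (SE 0.339, adjusted p = 9.59e-11 from limma) and the anti-sense transcript by 2.81 (SE 0.233, adjusted p = 1.36e-12 from limma). Both strands of MDP0000921319, whose anti-sense transcript is tied to lipid transport under biotic stress in Additional file 3, fell, by 4.05 on the sense and 2.70 on the anti-sense strand. The largest summed change was that of MDP0000784851, which has no function in the tables used here, with 4.31 on the sense and 2.56 on the anti-sense strand. The anti-sense transcript opposite Fro1 fell by 2.20 together with its sense transcript (adjusted p = 6.42e-09 from limma). In all, 324 couples had both strands called, 83 higher and 241 lower at 60DAH, and none had strands that moved in opposite ways. If calls on the strands were independent, 17.2 couples would be called on both strands (odds ratio 42.8). The median size of the change was 1.64 for the sense and 1.37 for the anti-sense member of a couple. Across 63011 genes, which are not independent replicates, the log2 fold changes of both strands correlated at r = 0.528. With 1 harvest year at a time, 202 couples were called in 2011 and 52 in 2012.

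**Figure D1:**
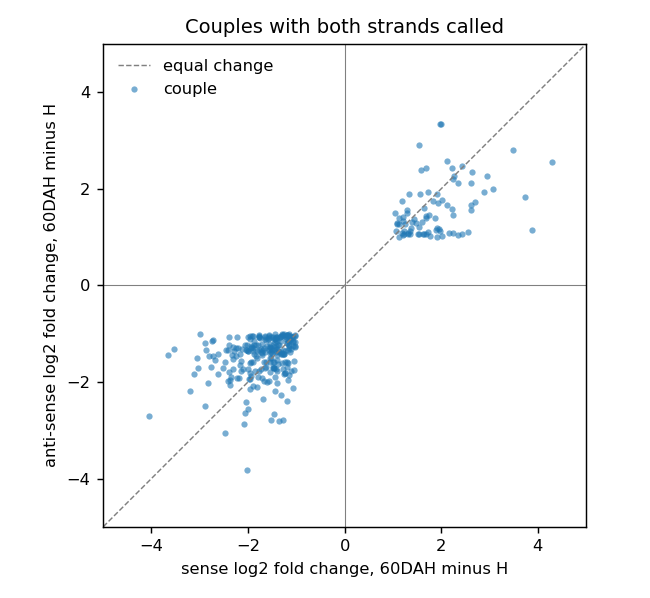
Log2 fold change between H and 60DAH of the sense transcript (horizontal axis) and the anti-sense transcript (vertical axis) of each of the 324 couples with both strands called. Each point is 1 couple and the dashed line marks equal change. The 83 higher couples lie in the upper right and the 241 lower couples in the lower left.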

We use all these 1,625 transcripts into our analysis.

### Differential functional analysis

As we observe a significant number of anti-sense transcripts in the differentially expressed probes, we first try to investigate the biological functions concerned by these actors. For that, we perform a differential functional analysis [32] with the particularity to analyse on one hand the sense data, and on the other hand the sense and anti-sense data.

Functional enrichment is used in order to identify biological functions associated to a set of genes. It relies on an ontology that regroups and hierarchizes a set of terms associated to genes. An ontology is an acyclic oriented graph, linking terms with a subsumption relation. Terms are ordered from the most specific ones to the most generic one.

The Gene Ontology Consortium provides three independent Gene Ontologies (GO) : “molecular function”, “biological process” and “cellular component” [33]. In a Gene Ontology, the most generic term is the one named after the ontology. The biochemical activity of the gene’s product is stored in the “molecular function” GO. It only specifies the activity, not where nor when it happens. A “biological process” GO term refers to a process in which the gene is involved. A biological process is an association of several molecular function *via* chemical or physical transformations. The “cellular component” GO indicates where the product is active.

In order to identify biological functions, we will use the “biological process” Gene Ontology and thus we associate each gene with a GO term. As anti-sense transcripts are not annotated, we affect to each anti-sense the annotation of the corresponding sense gene. This decision is based on the fact that due to its sequence complementarity, an anti-sense transcript may interact with the corresponding sense transcript, or at least with a very close member of the gene family. In [29], an apple gene is annotated using predicted orthologs (closest homolog) from *Arabidopsis thaliana* [34], the most studied model plant genome. When an apple gene has no homolog, we associate the term “unknown biological processes” to the gene and its anti-sense.

GO slim gives a broad overview of the ontology content without the detail of the specific fine-grained terms which are not always known. The categories were chosen to provide a broad representation of the distribution of biological roles. An annotation file associating a GO slim and a GO term with each of the 126,022 apple genes has also been created.

Once we can associate genes with GO terms, we can perform the functional analysis in which we identify statistically over-represented GO terms in a set of genes. The test performed is a hypergeometric test. A GO term is considered as statistically over-represented if the *p*-value is below a given threshold, generally set to 0.05.

Many tools were developed to identify the statistically over-represented GO categories in a set of genes. Among them, the Cytoscape App named BiNGO [35] provides a visual representation of the ontology: one possible output of BiNGO is a graph with nodes representing over-represented GO categories and arcs representing the hierarchy between them. The graph also represents the proportion of genes associated to a GO category by the size of a node, and the colour of a node codes for the associated *p*-value of the over-representation. BiNGO uses a Bonferroni correction on the hypergeometric test results. This correction is needed to compare the *p*-values obtained for each GO categories.

Concerning the apple ripening condition that we study, we notice an important proportion of anti-sense transcripts that are differentially expressed: the set *AS* is composed of 694 different transcripts whereas the *S* set is composed of 931 different transcripts. Therefore it is relevant to question the role of these anti-sense actors in the ripening process under cold storage conditions. 

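Among the called anti-sense transcripts with a function in Additional file 3, that of the ubiquitin protease UBP13 (MDP0000940098, tied to the jasmonate response) fell by 1.70 on the log2 scale (SE 0.217, adjusted p = 8.72e-08 from limma). The anti-sense transcript of a cell wall gene, MDP0000807958, fell by 1.93 (SE 0.265, adjusted p = 5.16e-07 from limma). The one opposite a superoxide dismutase, MDP0000318172, an enzyme that removes superoxide, fell by 1.07 (SE 0.224, adjusted p = 0.000797 from limma). Anti-sense transcripts made up 31.6% of the called transcripts. The calls covered 1.12% of the anti-sense probes and 2.43% of the sense probes. The median log2 value was 8.02 over the anti-sense probes and 8.68 over the sense probes. Among called transcripts these medians were 9.75 and 10.17, and the median sizes of the change were 1.31 and 1.35. From the proportion of anti-sense transcripts among those that differ between H and 60DAH, the paper reasons that their role in ripening under cold storage should be examined.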

To explore this question, we propose a differential functional analysis.

We perform the differential functional analysis as follows. We compute the over-represented GO categories on the sense set (*S*), then we compute the over-represented GO categories on the sense and anti-sense set (*SAS*=*S* ∪ *AS*). The use of BiNGO to perform the test gives us two sub-graphs of the GO. We propose to compute the difference of these two sub-graphs. We define the *revealed-by-AS* terms as the functional terms of this difference: they represent the functional terms that are outputted from the ontological analysis only when the *AS* transcripts are included.

### Extended core network inference method

#### Motivations

Gene network inference from transcriptomic data has been studied in several works [7, 9, 10]. Some inference methods propose to reconstruct pairwise gene interaction networks by using a statistical measure to infer the co-expression or co-regulation between two genes. This statistical criterion can be Pearson or Spearman correlation [36], or mutual information [8, 27] to detect non-linear relationships. A threshold of significance is used to keep relevant relations in the network. The inconvenient with these methods is that they predict many false positive interactions. Among these false positive interactions, we find interactions that are not biologically true, and non-direct interactions. An indirect interaction can be observed if, for example, two genes *g*_2_ and *g*_3_ are under the regulation of a third gene *g*_1_; in such a situation, the statistical criterion value between *g*_2_ and *g*_3_ is probably high and thus the method will infer an indirect interaction between *g*_2_ and *g*_3_. With these indirect interactions, the network becomes more complex and difficult to interpret. Therefore some pruning methods have been proposed to eliminate them [27]. In [8], the authors deal with this problem by proposing the Conservative Causal Core Network (C3NET) that computes the core of a gene network. The core of the network contains only the strongest interactions of the gene network: for each gene, it selects the best interaction (i.e. with the maximal mutual information). The aim of our method is to identify significant changes in the interactions when anti-sense actors are integrated by comparing two inferred networks. Therefore, we can work with the core of a gene network. However, the C3NET definition of a core network may be too restrictive since several mutual information values may be close to the maximal. This is why we propose a gene network inference method named *Extended Core Network (ECN)* that considers for each gene the most significant interactions.

#### Algorithm

Extended Core Network estimates the gene connections using mutual information. We first copula-transform [37, 38] the data to have a better estimation of the mutual information. The mutual information *M*[*i*,*j*] between genes *i* and *j* is estimated with the same estimator used in C3NET:

$$M[\!i,j] = \frac{1}{2}\log\left(\frac{\sigma_{I}^{2} \sigma_{J}^{2}}{|C|}\right)$$

where $\sigma _{I}^{2}$ and $\sigma _{J}^{2}$ are the variance of the expression vectors *I* and *J* of genes *i* and *j* respectively, and |*C*| is the determinant of the covariance matrix.

The statistical significance of pairwise mutual information is test by re-sampling methods, as C3NET or ARACNE [27]. Values that are not significant are set to 0 before applying the inference algorithm.

The Extended Core Network (ECN) algorithm infers a gene network represented by an adjacency matrix. Given a set of genes *G*, the first step of the algorithm is to create the zero matrix representing the fact that no genes are connected. The second step aims to identify the neighbourhood of each gene, composed of all the genes for which the mutual information value is maximal. In order to compute the maximal values of the mutual information, we use an accepting rate *r*. Given a gene *g*∈*G*, *g*^′^∈*G* is a neighbour of *g* if the mutual information between *g* and *g*^′^ is close to the best mutual information value of *g* with respect to the accepting rate *r*. The accepting rate must be between 0 and 1 where 0 means that we accept nothing but the best neighbour and 1 means that we accept every neighbour with a significant interaction. With an accepting rate fixed at 0, ECN works approximately as C3NET does, the difference is that C3NET selects only one interaction whereas ECN accepts all the interactions in case of two identical best values. An accepting rate fixed at 1 means that we define the core network by selecting all the significant mutual information values of the matrix. This is why the preprocessing step of the mutual information matrix sets all non-significant values to 0.

The mutual information between *g*_1_ and *g*_2_ is the same as the mutual information between *g*_2_ and *g*_1_. So C3NET outputs a symmetrical adjacency matrix, leading in an undirected graph. However we want to compare two core networks and be able to identify the interactions that changed when the anti-sense transcripts are added into the data. This is why our algorithm outputs a asymmetrical adjacency matrix, allowing us to identify the significant modifications in the neighbourhood of a gene.

The complexity of the ECN algorithm is $\mathcal {O}(n^{2})$, where *n* is the number of genes; it is the same as C3NET complexity [8].

#### Evaluation on artificial datasets

In order to compare our Extended Core Network algorithm with C3NET, we use simulated data. The assessment of a network inference method requires a reference biological network; for some organisms like *E. coli* [39, 40] and *S. cerevisiae* [41], gene networks of reasonable size are considered as established knowledge and are used as benchmarks in the following way. From the reference network, a sub-network of the desired size is extracted; then artificial expression datasets are produced by simulating the activity of the chosen sub-network; the inference method is applied on these simulated data and produces a learned network that can be compared to the original network.

We generate our simulated data with sub-networks of *E. coli* and *S. cerevisiae* thanks to the SynTREN [42] generator and simulator. The sub-networks are randomly generated using the *neighbor addition* method which creates a connected network of *n*=200 genes. We use SynTREN to create a dataset *X* of *p*=100 samples by simulating the activity of the genes from the selected network.

To evaluate the error rate of each inference method, we compare the inferred edges with the edges in the true gene network. This comparison gives us the $\text {precision} = \frac {\text {true positive}}{\text {true positive} + \text {false positive}}$ and $\text {recall} = \frac {\text {true positive}}{\text {true positive}+\text {false negative}}$ of each method. The precision and recall are used to compute the error measure named *F*_1_ score such that $F_{1} = 2 \cdot \frac {\text {presicion} \cdot \text {recall}}{\text {precision} + \text {recall}}$.

The inference methods are tested in *S*=500 simulations. A simulation *k*∈[ 1..*S*] is run with a specific dataset *X*_*k*_ formed by *n* genes and $j \in \left [\!\frac {p}{2}..p\right ]$ samples randomly selected from the dataset *X* generated by SynTREN.

We compare different accepting rates of Extended Core Network with C3NET on two datasets, one from *E. coli* and another from *S. cerevisiae*. We test ECN with accepting rates ranging from 20 to 100% with a 10% step and from 0 to 20% with a 1% step.

Figure 2 shows the box plots of the *F*_1_ scores obtained by the simulations. To enable the comparison with C3NET, ECN is used to produce an undirected network. The ECN_0 method corresponds to the Extended Core Network with a 0% accepting rate. The difference between ECN_0 and C3NET occurs when at least two genes have the best mutual information with one gene. We can observe that ECN has a higher *F*_1_ score than C3NET on *E. coli* (Fig. 2a and b) and yeast (Fig. 2c and d) when the accepting rate is low. As expected, the *F*_1_ score of ECN depends on the values of the accepting rate. For low values, a rate increase improves the score, but when the accepting rate exceeds a certain value, the *F*_1_ score decreases. As explained before, a high accepting rate entails an increased number of false positives, and we observe that it greatly impacts the *F*_1_ score. We can see this phenomena in Fig. 2a and c once the accepting rate is higher than 10% and 20% respectively, the *F*_1_ scores drop down to 0. From empirical observations on several simulated datasets, we can notice that an accepting rate between 5 and 10% is a good rate. In the Fig. 2b and d, we can observe that the rate of 7% (ECN_0.07) is the best rate value on those specific data.

**Fig. 2:**
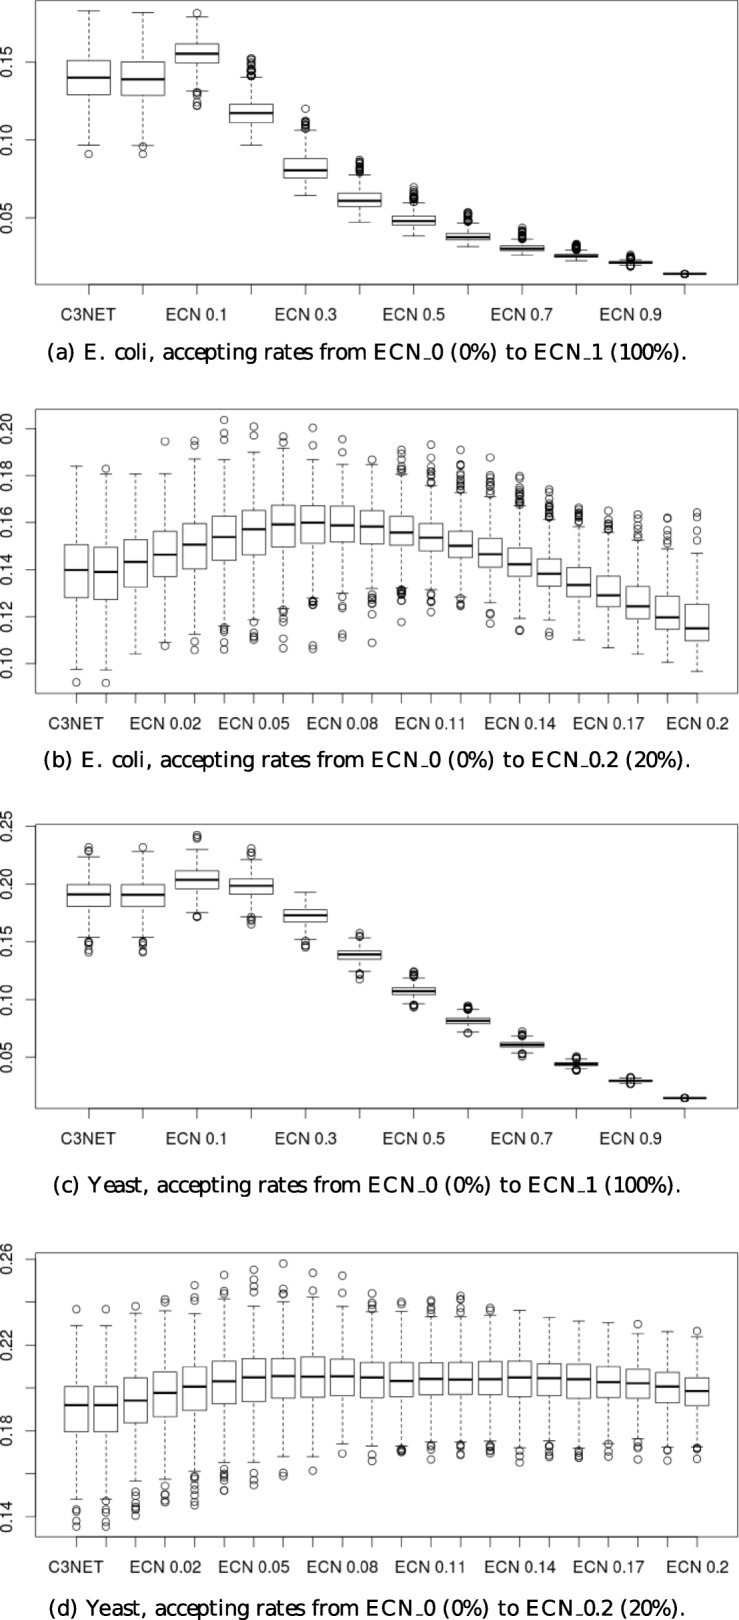
Box plots of *F*_1_ scores for C3NET and ECN with different accepting rates. The number following ECN indicates the accepting rates. The C3NET method is the first on the left, then the ECN methods are sorted beginning with ECN_0. Box plots are obtained from 500 simulations on two datasets : *E. coli* (**a** and **b**) and *S. cerevisiae* (**c** and **d**). Accepting rates from 0 to 100% with a 10% step are tested (**a** and **c**), and from 0 to 20% with a 1% step (**b** and **d**)

### Differential network analysis

In this section we present the methodology that we propose in order to decipher the impact of anti-sense transcription on gene co-expression network. This methodology relies on the comparison of two extended core networks that reveals *AS-impacted genes* and *change motifs* that we define below. By computing Steiner trees, we also observe how the interactions between AS-impacted genes are reorganized in the network containing sense and anti-sense data.

#### AS-impacted genes and change motifs

We propose a differential network analysis where the extended core network inferred from the sense only data (S) is compared to the extended core network inferred from the sense and anti-sense data (SAS). We focus our analysis on a sense gene that has no sense neighbour in the SAS extended core network. If a sense node has no sense neighbour in the SAS network, it means that the interactions that exist between this gene and others in the S network are not strong enough to be present in the SAS core network. We say that this gene is an *AS-impacted gene*. An AS-impacted gene is observed when the mutual information of this gene with an anti-sense transcript is so strong that, even with the accepting rate, the mutual information between this gene and the other sense transcripts are not significant enough. By representing both S and SAS network in the same graph, we can define a *change motif* as a sub-graph formed by an AS-impacted node, with all its direct neighbours in the S and the SAS networks [32, 43]. We can identify the change motifs directly in the adjacency matrices of both networks. Change motifs allow us to identify local changes on interactions when the anti-sense actors are integrated in the network inference. The information contained in the change motifs shows the importance of taking anti-sense into account because it reveals the interactions between sense and anti-sense transcripts. Figure 3 represents a change motif designed from the AS-impacted node *S*1; the outer links of *S*1 in the S network ($S1 \multimap S2$ and $S1 \multimap S4$) are different than the outer link of *S*1 in the SAS network ($S1 \multimap AS3$).

**Fig. 3:**
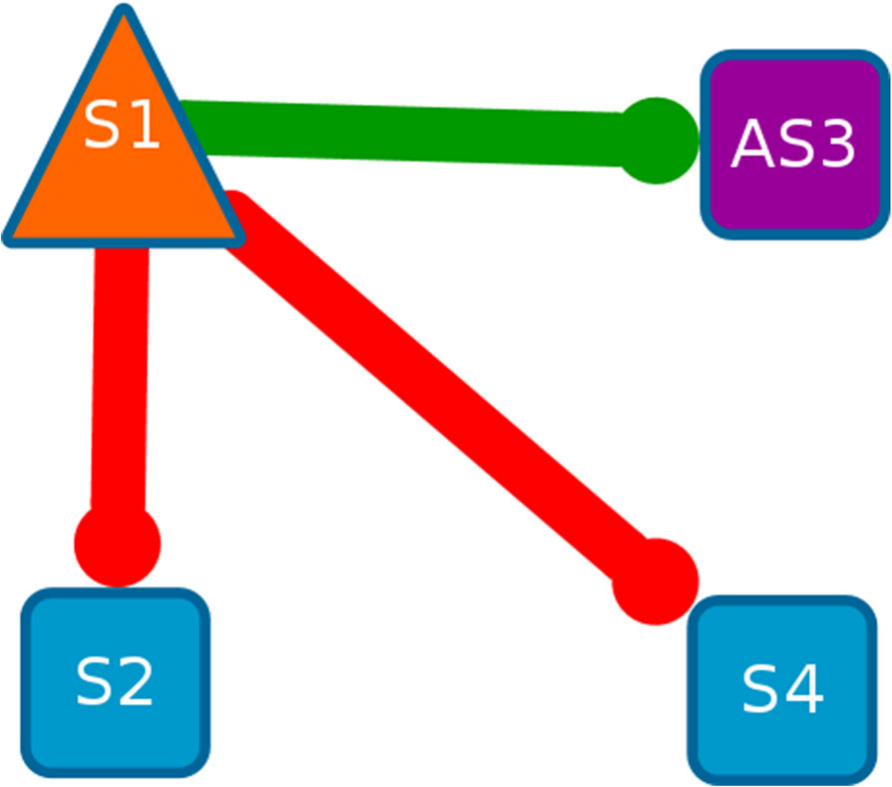
Illustration of a *change motif* in the Extended Core Network. A sense node is represented in blue, an anti-sense node is represented in purple. The orange triangle-shaped node is an *AS-impacted gene*. A red link is only present in the Sense network. A green link is present in the Sense and Anti-Sense network. The link $S1 \multimap S2$ means that the mutual information between *S*1 and *S*2 is maximal for *S*1

A change motif surrounding an AS-impacted gene extracts from the data a small set of genes and anti-sense transcripts that deserves a further study. We shall report in the “Results and discussion” section the detailed biological analysis that we have done on these motifs.

#### Steiner trees to compute the rewiring of AS-impacted sub-graphs

Change motifs allow us to have a local view of the impact of the integration of anti-sense actors to the inference method. We now want to have a more global view on this impact. The AS-impacted genes are present all over the S network, but some of them are connected, forming an *AS-impacted sub-graph*. Those AS-impacted sub-graphs represent a part of the network strongly impacted by anti-sense actors. In order to analyse this impact, we study the rearrangement of the AS-impacted gene interactions in the SAS network. In other words, we look for indirect interactions in the SAS network between AS-impacted genes that interacts directly in the S network. This analysis is performed thanks to the Steiner tree problem explained below.

Given an undirected graph *G*=(*V*,*E*) with a set of vertices *V* and a set of edges *E*, and given a subset of vertices *S*⊆*V*, the minimal Steiner tree problem is to find a sub-graph *G*^′^ of *G* such that *S* is contained in *G*^′^, all the vertices are connected by a path, and the number of edges of *G*^′^ is minimal. For a weighted graph, the aim is to minimize the total weight of the edges of *G*^′^. The Steiner tree problem is used to solve several problems, such as extracting information from a large database of molecular interactions [44]. For example, for a given set of proteins, the Steiner tree problem may be applied to the interactome graph with these proteins as terminal nodes to compute a minimal set of relations connecting all these proteins. An experimental study used the Steiner tree problem on a large human protein-protein interaction network [45].

The minimum Steiner tree problem is a NP-complete combinatorial optimization problem [46] and several heuristic methods have been designed to use it with large graphs. In our workflow, we use the shortest paths based approximation [45] that computes the Steiner tree *ST* step by step. The first node added to the Steiner tree *ST* is one of the terminal node. Then, the shortest paths between all the remaining terminal nodes and the nodes of *ST* are computed, and the closest terminal node is connected to the Steiner tree *ST* with the shortest path. Once all the terminal nodes are in the Steiner tree *ST*, the resulting tree is pruned thanks to the minimum spanning tree method.

SteinerNet is a R package that allows to compute the minimum Steiner tree using one exact algorithm, or find a solution using four different approximate algorithms [45]. The shortest paths based approximation is one of the heuristic developed in SteinerNet that can be used on large graphs such as the protein-protein or gene networks. The SteinerNet package was last updated in 2013; then as the dependencies were obsolete, it was removed from the CRAN repository. We updated the package to the R version 3.2.0 and we will be pleased to share this updated package upon request.

In order to analyse the rewiring of AS-impacted genes, we solve the minimum Steiner tree problem with the subset of vertices composed by a AS-impacted sub-graph. AS-impacted sub-graphs have a particularity: all the genes have a direct connection in *S*, but because the genes are AS-impacted, all those connections are not represented in the sense and anti-sense network *SAS*. Thus it is interesting to wonder how these nodes rewired in *SAS*. If we can find a minimal Steiner tree for an AS-impacted sub-graph, the tree show the relationships between the AS-impacted genes of the sub-graph in the sense and anti-sense network. It shows how anti-sense actors intervene in the relationships between connected AS-impacted genes. Several exploitations of the Steiner trees can be done. In one hand, the Steiner tree can be visualized to help focus on interesting interactions. In an other hand, we can perform a functional analysis to identify the main biological functions impacted by anti-sense transcription.

## Results and discussion

### Differential functional analysis

We performed two functional analyses that, for a *p*-value threshold of 0.05, identified GO categories for sense data in one hand and for sense and anti-sense data in an other hand. This differential functional analysis provided 104 revealed-by-AS terms. 

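In the term "response to blue light", 16 of 25 listed transcripts fell, 1 rose and 8 were not called (18 fell and 1 rose when adjusted over the list alone). A rubisco small subunit transcript, MDP0000252890_r, of the enzyme that fixes carbon dioxide, belongs to this list and fell by 2.16 on the log2 scale (SE 0.301, adjusted p = 6.77e-07 from limma). In "long-day photoperiodism", 3 of 7 transcripts fell and 4 were not called, with the same counts when adjusted over the list alone. This list holds the clock transcription factor LHY1 (MDP0000287992_r), which fell by 1.71 (SE 0.264, adjusted p = 5.23e-06 from limma). All 4 transcripts of "nonphotochemical quenching", by which plants release excess light energy as heat, fell, and the list alone gave the same 4. In "auxin metabolic process", 12 of 19 transcripts fell, 1 rose and 6 were not called, and the list alone gave 12 and 1. The deposited values without further normalization gave 8 lower and 0 higher for blue light, 2 and 0 for long-day photoperiodism, 1 and 0 for quenching, and 10 and 1 for auxin. Additional file 1 holds 104 terms, and the lists of 43 of them are complete in the copy used here. These lists were chosen on samples of the same study, so their counts are not independent evidence of a direction.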

The list of the revealed-by-AS terms associated with their *p*-value is given in Additional file 1. Among those terms, we can see terms related to cell wall (i.e. “cell wall organization or biogenesis”, *p*-value: 0.004), cold response (i.e. “response to cold”, *p*-value: 0.035) and osmotic response (i.e. “water transport”, *p*-value: 0.001). Those biological functions, related to response to stress and fruit ripening, are consistent with our experimental context since fruits are stored in cold chambers while the ripening continues (the different processes involved in this experiment are more thoroughly explained below). 

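The 14 transcripts tied to the cell wall by the keywords of Additional file 3 divided into 5 that rose, 8 that fell and 1 that was not called, and the same counts held when adjusted over the list alone. The sense transcript of the xyloglucan endotransglycosylase MDP0000158544 fell by 2.47 on the log2 scale (SE 0.329, adjusted p = 2.46e-07 from limma). Of 16 transcripts tied to cold, 9 fell, 0 rose and 7 were not called (10 fell when adjusted over the list alone, and 3 fell on the deposited values). Of the 16, 14 had a log2 fold change below 0. Of 29 transcripts tied to osmotic, salt and water stress, 6 rose, 8 fell and 15 were not called (6 and 9 when adjusted over the list alone), while the deposited values gave 6 higher and 3 lower. In this group a salt tolerance protein's anti-sense transcript (MDP0000398010) fell by 1.99 (SE 0.246, adjusted p = 4.15e-08 from limma). An osmotin transcript (MDP0000292031_r), of a protein made under salt stress and in defence, rose by 1.75 (SE 0.247, adjusted p = 9.29e-07 from limma). With the genotype-year as a block, 1 cold transcript rose and 12 fell, and 6 osmotic stress transcripts rose and 14 fell. Additional file 1 gives only the first members of the named terms in the copy used here. It shows 26 of 107 transcripts for "cell wall organization or biogenesis" (5 rose, 11 fell), 27 of 65 for "response to cold" (5 rose, 9 fell) and 27 of 32 for "water transport" (2 rose, 13 fell). On the deposited values 5 were higher and 3 lower for the cell wall term, 4 and 4 for cold, and 1 and 7 for water transport. Of the 27 shown for "response to cold", 20 are anti-sense. On parts of lists no set test was run, and all these lists were chosen on samples of the same study.

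**Figure D2:**
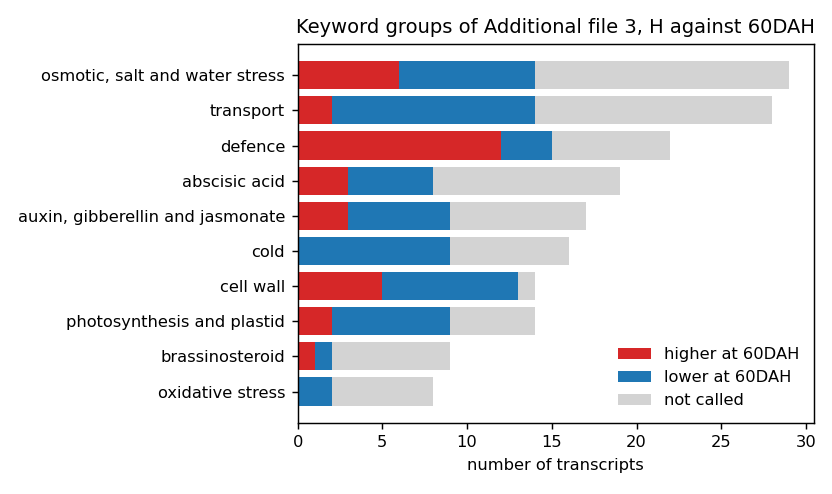
Number of transcripts in each keyword group of Additional file 3 (horizontal axis) that were higher at 60DAH, lower at 60DAH or not called. All 9 called transcripts of the cold group are lower, and 12 of the 15 called transcripts of the defence group are higher.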

Without the anti-sense data, terms related to such conditions are not in the result of the functional enrichment analysis.

### Differential network analysis

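Networks were built from the called transcripts over the 26 genotype-years at 60DAH, with the Extended Core Network as the methods describe it. Each transcript was ranked over the samples, and the mutual information M was computed for each pair. Values of M below a threshold from 1000 permuted profiles (significance level 0.01) were set to 0. The neighbours of a transcript are those whose M lies within the accepting rate of its best M. A sense transcript with a neighbour in the S network whose neighbours in the SAS network are all anti-sense is an AS-impacted gene. In a simulated network of 2200 transcripts and 26 samples, all 200 planted AS-impacted genes were recovered and 0 of 1300 others was called. The planted links were much stronger than the measured ones. On the measured values, the best Spearman rho of a sense transcript had a median size of 0.715 with an anti-sense and 0.764 with a sense transcript. The simulation therefore checks the procedure, and not its accuracy on these data. On the measured values, the number of AS-impacted genes was 388 at an accepting rate of 0, 377 at 0.01, 227 at 0.1 and 108 at 0.2. The study uses a rate of 0.05. A threshold corrected over all pairs by Bonferroni's method, from a t approximation, was an M of 0.735 and left 1 gene. An AS-impacted gene also needs a sense neighbour above it, so this is not the number of interactions that pass. The median best Spearman rho of a sense transcript with any transcript was 0.776 in size. This gives an M below 0.735, so most of the best interactions do not pass the corrected threshold.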

The number of change motifs depends on the accepting rate used in the Extended Core Network method, because this rate determines the neighbourhood size of nodes, and consequently of AS-impacted nodes. We identified 308 change motifs in the 60DAH experiment with an accepting rate of 5%. 

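The terpene synthase transcript MDP0000152278_r, tied to jasmonate and wounding, was AS-impacted, with its own anti-sense transcript as its best partner. Its M was 0.238 with the best sense transcript and 0.432 with the anti-sense one, and both strands rose during storage, by 2.43 and 2.47 on the log2 scale. The oligopeptide transporter transcript MDP0000534716_r also had its own anti-sense transcript as its best partner (M of 0.475, against 0.351 with a sense transcript). The cytochrome P450 CYP714A1 transcript (MDP0000120044_r), of an enzyme of gibberellin metabolism, and a jasmonate-induced oxygenase transcript (MDP0000225939_r) were AS-impacted, with anti-sense transcripts of other genes as best partners. The M of the oxygenase was 0.436, against 0.360 with a sense transcript. For CYP714A1 the margin was narrow (0.456 against 0.426) and would not pass an accepting rate of 0.1. In all, 298 of the called sense transcripts were AS-impacted at the accepting rate of 0.05, of which 63 rose and 235 fell between H and 60DAH. The best partner was the gene's own anti-sense transcript for 13 of them. The 298 genes had 239 different best anti-sense partners, and 1 anti-sense transcript was the best partner of at most 5. Of the 308 AS-impacted genes in Additional file 2, 178 were called here, and 42 of these were AS-impacted here (34.6 if independent, hypergeometric p = 0.0857). The count is set against random strand labels below, and no test of its spread over samples was run. This count was 356 with the 2011 harvest only, 311 with the 2012 harvest only, 232 with the Cy3 and 252 with the Cy5 channels only.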

The number of change motifs is equal to the number of AS-impacted genes, and it represents about 30% of sense actors.

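AS-impacted genes, such as those of terpene synthase, the oligopeptide transporter, CYP714A1 and the jasmonate-induced oxygenase, made up 19.5% of the called sense transcripts. When the strand labels were drawn at random among the same called transcripts, 100 relabellings gave 333 to 420 AS-impacted genes, with a median of 378 (24.7%). None of the relabellings gave as few as the actual strands. Random labels on sets of 931 and 694 of the called transcripts, the sizes the paper gives, made 29.5% to 38.7% of the sense transcripts AS-impacted, with a median of 35.4%. The anti-sense transcripts are fewer than the sense transcripts, so the share depends on the number of each. The range over relabellings covers the choice of labels only, not the choice of samples.

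**Figure D3:**
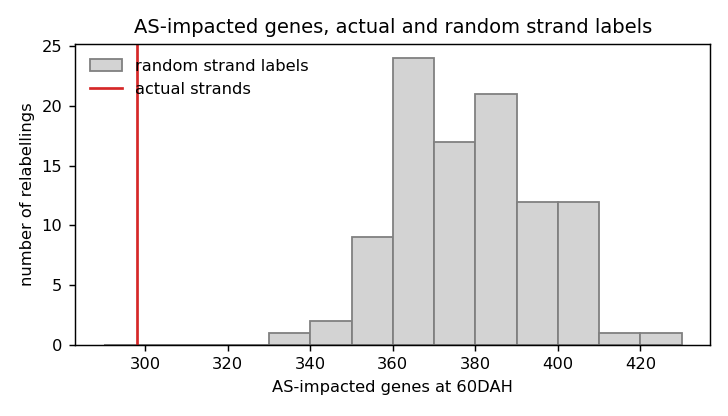
Number of AS-impacted genes at 60DAH (horizontal axis) in 100 random relabellings of the strands of the called transcripts; bar heights are the number of relabellings. The vertical line is the count of 298 with the actual strands, which lies below the lowest relabelling of 333.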

We performed the differential network analysis on the 60DAH experiment. Figure 4 shows the graphical result of this analysis. We can see the repartition of the AS-impacted genes (orange triangles) and note that they are spread in the network which means that AS transcription impacts is not restricted to a specific set of genes. 

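AS-impacted genes lay in 20 of the 74 connected parts of the S network. Of the 298 AS-impacted genes, 154 had another AS-impacted gene as a neighbour in the S network. When the same number of genes was placed at random on the nodes of that network, 1000 placements gave 74 to 139, with a median of 106. Genes of different processes were among them, such as CYP714A1 of gibberellin metabolism (MDP0000120044_r), whose transcript fell by 1.05 (SE 0.268, adjusted p = 0.00759 from limma), and the jasmonate-induced oxygenase (MDP0000225939_r), which rose by 1.41 (SE 0.242, adjusted p = 3.61e-05 from limma). Only 13 of the AS-impacted genes have a function in Additional file 3, so their processes were not tested. From their distribution over the network, the paper concludes that the impact of anti-sense transcription is not restricted to a particular set of genes.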

The graph was drawn using Cytoscape [47] and features of Cytoscape may be used to mine this graph.

**Fig. 4:**
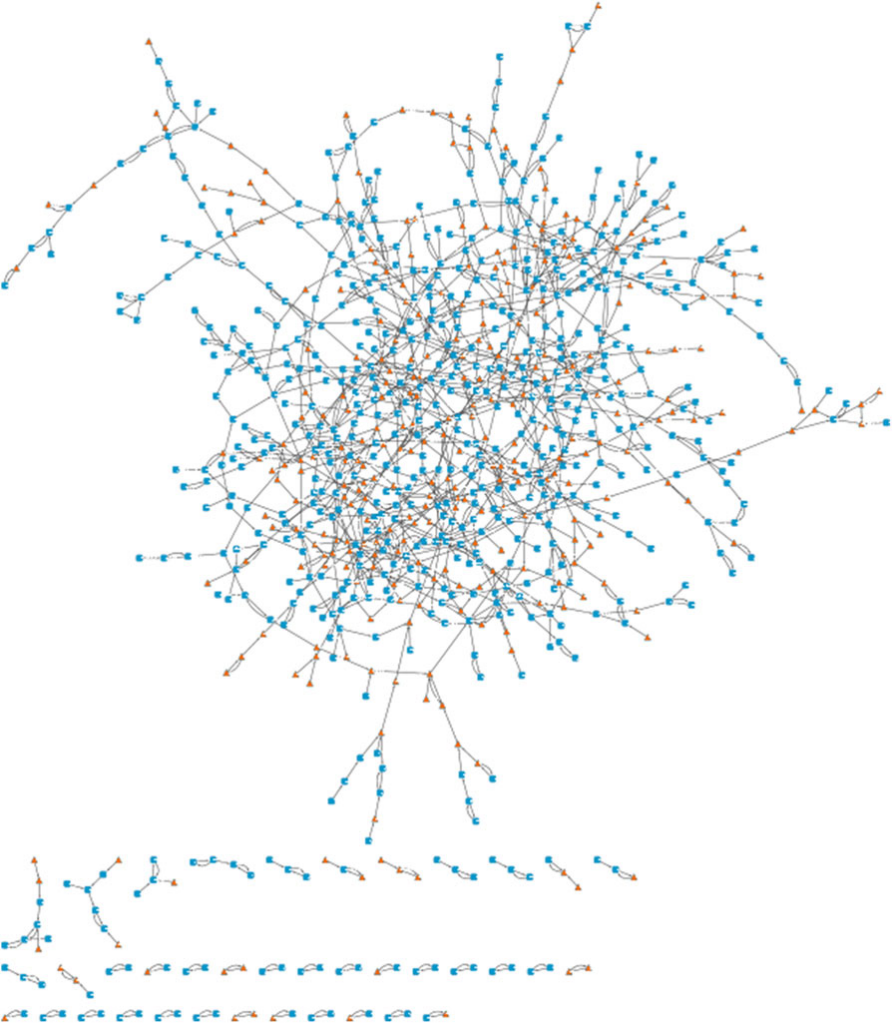
Extended Core Network with a 5% accepting rate for sense-only 60DAH experiment. Orange triangle-shaped nodes represent AS-impacted genes: they are connected to one or several sense nodes in this graph, but in the SAS network, they only have anti-sense neighbors

### Enrichment analysis of change motifs

We identified 308 change motifs in the 60DAH experiment. Each change motif contains an AS-impacted gene and its direct neighbors in the S network and in the SAS network. For this analysis, each motif is enlarged by also considering the direct neighbours of its anti-sense actors; as the anti-sense actors impact the central gene of the motif, we want to consider the other interactions that they may have in the SAS network. In the following, the expression “change motif” will refer to an enlarged change motif. As a change motif is a gene set produced by our analysis work-flow, it is interesting to know if some biological functions are over-represented by this set. The change motifs are formed on average of 5 genes. 

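The motifs of Additional file 2 hold 3 to 11 transcripts, with a mean of 4.93, and 1.18 SAS neighbours on average. Their 913 transcripts comprise 557 sense and 356 anti-sense transcripts, and 274 different anti-sense transcripts serve as SAS neighbours. In 11 motifs the gene's own anti-sense transcript is among them. Of the 913 transcripts, 152 rose and 346 fell between H and 60DAH, which is 54.5% called from limma (61.2% of the sense and 44.1% of the anti-sense transcripts). On the deposited values 141 were higher and 177 lower, and among the anti-sense transcripts 41 and 45, against 43 and 114 after normalization. With the genotype-year as a block, 584 of them were called. Members that rose include the expansin and both disease resistance genes described for the called transcripts, and members that fell include Fro1, AMT1 and the xyloglucan endotransglycosylase MDP0000263744_r, with a log2 fold change of -1.46 (SE 0.330, adjusted p = 0.00193 from limma).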

Due to this small set size, we perform an enrichment analysis of each change motif using the apple GO slim, which contains 14 categories. Additional file 2 presents the results of this enrichment analysis.

The main post-harvest factors that influence apple softening include temperature, atmosphere, relative humidity, calcium treatment, and ethylene [48]. Artificial prevention of ripening process (and keeping quality) is the main goal of controlled atmosphere storage (low oxygen and high carbon dioxide) and/or cold storage (low temperatures). For cold storage, apples during post-harvest time are stored at 0-4°C. Low temperatures influence the post-harvest biology of apple fruits. Chilling stress is a physiological disorder that limits the storage of chilling sensitive fruits at low, but non-freezing temperatures [49]. Low temperatures disrupt the balance of reactive oxygen species (ROS), leading to its accumulation and oxidative stress [50]. Therefore, in the particular case of the specific transcriptome of apple after two months of cold storage, it is expected to find genes involved in: ripening/cell wall modifications, cold signaling/response to cold stress and response to oxidative stress.

We identified 308 motifs as AS-impacted in the transcriptome of the two months storage set (60DAH). Taking in account the homologies between apple and Arabidopsis genes when available, 72 of them displayed a significant enrichment in the GO slim categories such as “developmental processes”, “response to abiotic or biotic stimulus”, “response to stress” and “transport” (see Additional file 3).

The 291 apple genes involved in the 72 enriched motifs correspond to 209 putative Arabidopsis orthologs. Interestingly, a closer identification of putative biological functions based on the TAIR annotations [34] allowed to relate no less than 127 of them (i.e. 61%) to the above cited processes, in summary: ripening, cold and oxidative stress. They were found in 88% of the motifs (see Additional file 3), indicating that the majority of the genes belonging to change motifs can be directly related to the biological process of fruit post-harvest conservation at low temperature.

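Of 22 transcripts tied to defence in Additional file 3, 12 rose, 3 fell and 7 were not called (13 and 4 when adjusted over the list alone). The chitinase MDP0000285243_r, an enzyme that degrades chitin of fungal walls, rose by 1.69 on the log2 scale (SE 0.246, adjusted p = 1.8e-06 from limma). Of 14 transcripts tied to photosynthesis and the plastid, 2 rose, 7 fell and 5 were not called, and the list alone gave 2 and 7. A chloroplast protein transport transcript, MDP0000244605_r, fell by 1.81 (SE 0.207, adjusted p = 6.58e-09 from limma), a transcript tied to the control of development by light, MDP0000293592_r, fell by 2.81, and an NADH dehydrogenase transcript tied to photorespiration, MDP0000230627_r, rose by 2.35. Of 8 transcripts tied to oxidative stress, 2 fell, 0 rose and 6 were not called, with 2 and 0 over the list alone, and 4 fell with the genotype-year as a block. Of 17 transcripts tied to auxin, gibberellin and jasmonate, 3 rose, 6 fell and 8 were not called (4 and 7 when adjusted over the list alone), and a transcript of an IQ domain protein responsive to gibberellin, MDP0000220633_r, fell by 1.53 (SE 0.187, adjusted p = 3.18e-08 from limma). Of 28 transcripts tied to transport, 2 rose, 12 fell and 14 were not called (2 and 14 when adjusted over the list alone). Of 19 tied to abscisic acid, 3 rose, 5 fell and 11 were not called, as over the list alone, and 9 fell with the block. There a zinc finger transcript of the dehydration response, MDP0000302279_r, fell by 1.69. On the deposited values the counts of higher and lower transcripts were 10 and 2 for defence, 1 and 3 for photosynthesis, 0 and 1 for oxidative stress, 2 and 2 for the auxin, gibberellin and jasmonate group, 2 and 6 for transport and 3 and 3 for abscisic acid. The motifs behind these lists were chosen on samples of the same study. From the functions found in most motifs, the paper concludes that most genes of the change motifs can be tied to fruit conservation at low temperature.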

Besides, 81 apple genes lack any information on their biological function and are not considered in this analysis. Arabidopsis orthologs of some of them have been cited in deregulated gene lists of various conditions of stress response, which is not inconsistent *per se*, but not highlighted in this study. The consistency of the AS impacted motifs with the apple maturation process under cold temperature can be easily highlighted through the three following examples.

The motif #1 (Fig. 5a) contains 4 genes: MDP0000250286 is encoding for a putative superoxide dismutase responding to cold stress [51], MDP0000120044 is similar to the Cyt P450 monoxygenase CYP714A1 involved in gibberellic acid pathway [52] and MDP0000251669 to a thioredoxin [53], all of them involved in the oxidative stress response. Lastly, MDP0000813397 is encoding a brassinosteroid signaling kinase [54], brassinosteroid being a plant hormone family involved in cold stress response [55]. In this first example, the members of the motif are all directly related to the cold stress response which occurs during the storage process.

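In motif #1 the anti-sense transcript of the superoxide dismutase (MDP0000250286) had a log2 value of 12.34 ± 1.00 (SD, n = 27) at harvest and 11.40 ± 0.65 (SD, n = 26) at 60DAH. Its log2 fold change of -0.94 (SE 0.228, adjusted p = 0.00426 from limma) was below the threshold in size, and with the genotype-year as a block it fell by 1.09 (adjusted p = 2.86e-05). The thioredoxin transcript (MDP0000251669_r), of a protein that reduces disulfide bonds, had a log2 fold change of 0.30 (adjusted p = 0.27). That of the brassinosteroid signaling kinase (MDP0000813397_r) was 0.90 (SE 0.214, adjusted p = 0.00349), also below the threshold in size. Of the 4 links drawn for this motif, none passed a permutation test across the 26 samples at 60DAH after adjustment over the 17 links of Fig. 5 (two-sided). Thioredoxin and the superoxide dismutase anti-sense transcript had a Pearson r of -0.294 (permutation p = 0.144, adjusted 0.222) and a Spearman rho of -0.197 (permutation p = 0.334, adjusted 0.539). Without the 2 samples farthest from the median, r was -0.032, and rho was -0.033 in 2011 and -0.510 in 2012. Thioredoxin and the brassinosteroid signaling kinase had r = -0.039 (permutation p = 0.85, adjusted 0.859) and rho = -0.015 (permutation p = 0.942, adjusted 0.942). CYP714A1 and the superoxide dismutase anti-sense transcript had r = -0.047 (permutation p = 0.818, adjusted 0.859) and rho = -0.147 (permutation p = 0.474, adjusted 0.619). This link varied with the samples, with r = -0.417 without the 2 farthest samples and rho of 0.352 in 2011, -0.399 in 2012 and -0.546 in cultivars. Thioredoxin and CYP714A1 had r = 0.050 (permutation p = 0.812, adjusted 0.859) and rho = 0.179 (permutation p = 0.381, adjusted 0.539). On the deposited values, where whole channels differ in level, all 17 links of Fig. 5 passed and the 3 negative correlations of this motif were positive. Their rho was 0.678 for thioredoxin with superoxide dismutase, 0.526 for thioredoxin with the kinase and 0.692 for CYP714A1 with superoxide dismutase.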

**Fig. 5:**
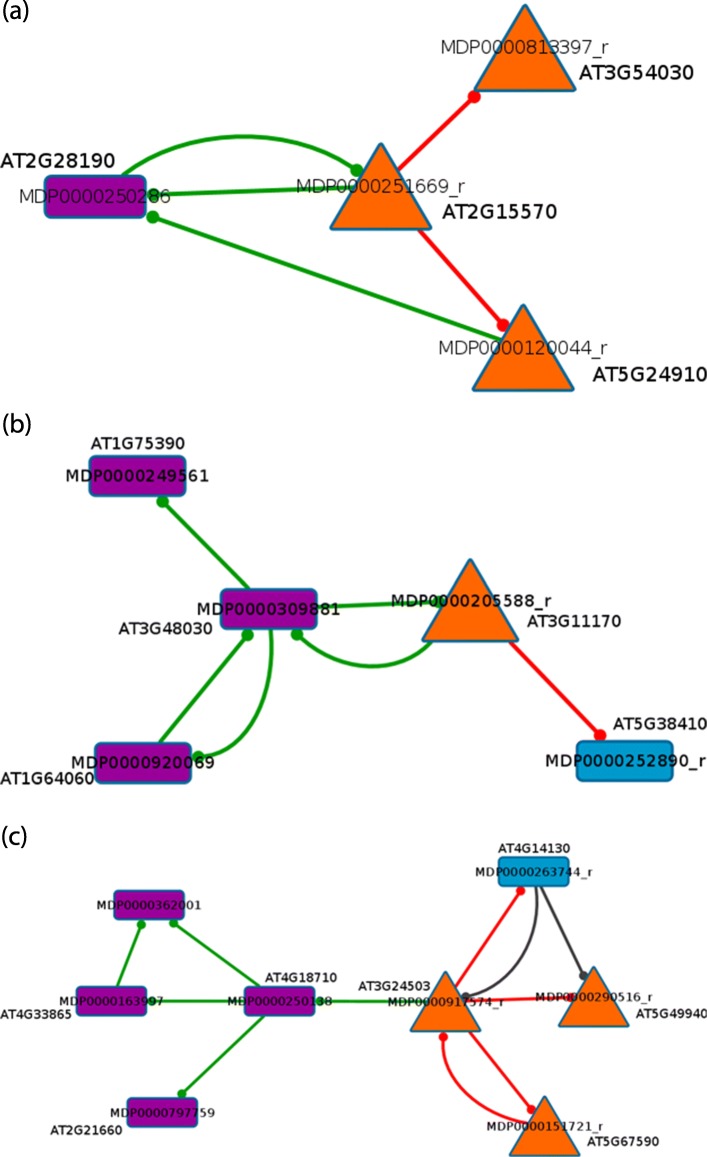
Change motifs from the 60DAH experiment. Orange and blue nodes represent sense nodes, an orange node being an AS-impacted gene. Purple nodes represent anti-sense nodes. A red link is a link only from the sense network. A green link is a link only from the sense and anti-sense network. A gray link is a link from both networks. Each apple gene (MDP) is associated with its best homolog in *Arabidopsis thaliana*. **a** Change motif #1. The AS-impacted gene is MDP 0000251669_r. **b** Change motif #2. The AS-impacted gene is MDP 0000205588_r. **c** Change motif #3. The AS-impacted gene is MDP 0000917574_r

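The sense transcript of an osmotic fatty acid desaturase, MDP0000205588_r, and the anti-sense transcript of a gene similar to the hypoxia-induced gene domain 1, MDP0000309881, are linked in motif #2 in the SAS network. Across the 26 genotype-years at 60DAH they correlated at a Pearson r of 0.684 (permutation p = 0.00015, adjusted 0.000637 over the 17 links of Fig. 5) and a Spearman rho of 0.583 (permutation p = 0.00184, adjusted 0.00581, two-sided). Without the 2 samples farthest from the median, r was 0.582. The relation differed in size between harvest years, with rho = 0.225 over the 2011 and 0.944 over the 2012 samples. The link of MDP0000309881 with the anti-sense transcript of the transcription factor BZIP44, MDP0000249561, had r = 0.415 (permutation p = 0.0332, adjusted 0.0705) and rho = 0.363 (permutation p = 0.0688, adjusted 0.146). Its link with the anti-sense transcript of a respiratory burst oxidase, MDP0000920069, an enzyme that makes superoxide, had r = 0.064 (permutation p = 0.761, adjusted 0.859) and rho = -0.104 (permutation p = 0.615, adjusted 0.697), and rho was 0.582 on the deposited values. These links were chosen on samples of the same study. The link of the desaturase with the rubisco subunit 3B transcript in the S network had r = 0.037 and rho = 0.089 (permutation p = 0.663, adjusted 0.705). Between H and 60DAH the desaturase transcript had a log2 fold change of 1.08 (SE 0.514, adjusted p = 0.204 from limma), and with the genotype-year as a block it rose by 1.23 (adjusted p = 9.51e-06). The sense transcript of BZIP44 rose by 1.25 (SE 0.263, adjusted p = 0.0008 from limma). The 3 anti-sense transcripts had log2 fold changes of 0.78, -0.83 and -0.95 in the order of MDP0000249561, MDP0000309881 and MDP0000920069, all below the threshold in size, and with the block MDP0000920069 fell by 1.07 (adjusted p = 0.000237).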

Motif #2 (Fig. 5b) contains two genes involved in the response to cold, MDP0000205588, encoding an osmotic fatty acid desaturase [56] and MDP0000249561, the BZIP44 transcription factor also putatively involved in the control of fruit maturation through cell wall loosening [57, 58]; and two genes involved in response to oxidative stress: MDP0000309881, similar to the hypoxia-induced gene domain 1 [59], and MDP0000920069, encoding a respiratory burst oxidase protein F [60] also responsive to ethylene and abscisic acid. Within this motif, only the gene MDP0000252890 encoding a rubisco subunit 3B, could not be directly related to the studied process according to scientific literature.

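In motif #3 the sense transcript of an aldehyde dehydrogenase 1A, MDP0000917574_r, is linked in the SAS network to the anti-sense transcript of MDP0000250138, an ortholog of BIN2, a kinase that represses brassinosteroid signaling. At 60DAH the pair correlated at a Pearson r of 0.694 (permutation p = 0.00012, adjusted 0.000637 over the links of Fig. 5) and a Spearman rho of 0.700 (permutation p = 8e-05, adjusted 0.00068, two-sided). Without the 2 samples farthest from the median, r was 0.663, and rho was 0.610 over the 2011 and 0.587 over the 2012 samples. The anti-sense transcript of BIN2 also correlated with that of the glycine-rich RNA binding protein MDP0000797759, at r = 0.599 (permutation p = 0.00151, adjusted 0.00513) and rho = 0.634 (permutation p = 0.00059, adjusted 0.00251), with rho of 0.390 in 2011 and 0.874 in 2012 and r = 0.562 without the 2 farthest samples. All 5 SAS links of this motif passed the test, while none of its 3 S links did. The study drew the links of Fig. 5 for their strength in samples of the same study, and the p-values of single pairs do not allow for that choice. The aldehyde dehydrogenase transcript had rho = 0.311 with the xyloglucan endotransglycosylase MDP0000263744_r (permutation p = 0.122, adjusted 0.23), 0.182 with a chloroplast organization transcript, MDP0000290516_r (permutation p = 0.374, adjusted 0.539), and 0.112 with Fro1 (permutation p = 0.586, adjusted 0.697). The Pearson values of these 3 links were 0.328 (permutation p = 0.103, adjusted 0.195), 0.310 (permutation p = 0.123, adjusted 0.21) and 0.152 (permutation p = 0.456, adjusted 0.647). The link of the xyloglucan endotransglycosylase with the chloroplast organization transcript, drawn in both networks, had rho = 0.532 (permutation p = 0.0061, adjusted 0.0148), r = 0.429 (permutation p = 0.0295, adjusted 0.0705) and, without the 2 farthest samples, r = 0.410, with rho of 0.104 in 2011 and 0.566 in 2012. Between H and 60DAH the aldehyde dehydrogenase transcript had a log2 fold change of -1.03 (SE 0.278, adjusted p = 0.012 from limma) and the anti-sense transcript of the RNA binding protein -1.04 (SE 0.470, adjusted p = 0.181 from limma). With the genotype-year as a block they were called, at an adjusted p of 0.000105 and 5.68e-05. With the Cy3 channels only, none of the links of Fig. 5 passed.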

Out of the eight genes of the Motif #3 (Fig. 5c), five of them are perfectly consistent with the fruit ripening process under cold temperature: MDP0000250138 is an ortholog of BIN2, a member of the ATSK (shaggy-like kinase) family which acts in the cross-talk between auxin and brassinosteroid signaling pathways [61], MDP0000797759, a glycine-rich RNA binding protein which increases stress tolerance under conditions of low temperature [62], MDP0000151721 is an ortholog of Fro1 involved in cold acclimation and osmotic stress response [63], MDP0000263744, a xyloglucan endotransglycosylase involved in cell wall modification and cold acclimation [64], and finally MDP0000917574, an aldehyde dehydrogenase 1A which is a critical gene of the phenylpropanoid pathway involved in the production of antioxidant components and the response to biotic and abiotic stresses [65].

In summary, these results show that the motifs obtained by taking in account the AS transcriptome in the network inference highlights new actors. In this case we clearly show that biological functions of these new actors can be related to the studied biological question. Therefore the consideration of these new actors, either sense transcripts, or anti-sense transcripts supposed to act as regulators of the corresponding coding genes, sheds a new light of the putative regulation networks underlying the studied processes.

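Over all 308 motifs of Additional file 2, the best published SAS partner had a larger M than the best published S partner, by more than the accepting rate, in 135 motifs (43.8%), and a smaller one in 166. In the remaining 7 the values lay within the rate of each other. The motif of the jasmonate-induced oxygenase MDP0000225939_r, one of the 72 enriched motifs, had a Spearman rho of 0.538 in size with its SAS partner and 0.026 with its S partner. Its difference of 0.512 had a 95% bootstrap interval from -0.038 to 0.664 when genotypes were drawn 1000 times. Among all motifs the interval lay above 0 in 7, below 0 in 8 and included 0 in 293. The median difference was -0.034 (SD between motifs 0.257), and the median half-width of the intervals was 0.386, so the number of samples does not resolve most single motifs. Among the 72 enriched motifs, the anti-sense interaction was the stronger in 35. In 151 motifs with 1 partner of each kind, where the number of partners gives neither side an advantage, the anti-sense interaction was stronger in 80 and the sense interaction in 69. The paper reasons from the functions of the members of motifs #1 to #3 and concludes that taking the anti-sense transcripts into account brings out further actors.

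**Figure D4:**
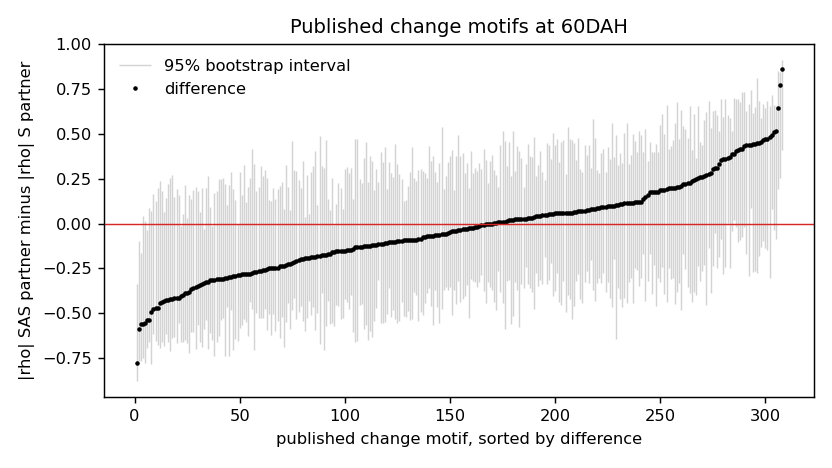
Difference in the size of Spearman's rho at 60DAH between the best published SAS partner and the best published S partner (vertical axis) for the 308 published change motifs, sorted by the difference (horizontal axis). Points are the differences and grey lines their 95% bootstrap intervals over genotypes; the intervals of 293 motifs include 0.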

Moreover, a synthetic view of the whole set of AS-impacted motifs can provide new avenues of work to point pathways or genes whose importance could have been underestimated without this input. In this case it is noteworthy that at least 11 occurrences of genes related to the brassinoids pathway appear in the set of 72 motifs. 

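Of 9 transcripts tied to brassinosteroids by the keywords of Additional file 3, 1 rose, 1 fell and 7 were not called, with the same counts when adjusted over the list alone. The transcript of the IBH1-like protein MDP0000277710_r, a negative regulator of brassinosteroid responses, rose by 1.51 on the log2 scale (SE 0.333, adjusted p = 0.00151 from limma). The sense transcript of MDP0000228370, of brassinosteroid metabolism, fell by 1.46 (SE 0.286, adjusted p = 0.000314 from limma), and its anti-sense transcript had a log2 fold change of -0.75 (adjusted p = 0.0606). The anti-sense transcript of an acyltransferase responsive to abscisic acid and brassinosteroids, MDP0000304620, had a log2 fold change of -0.98 (SE 0.168, adjusted p = 3.77e-05 from limma), below the threshold in size, and with the genotype-year as a block it fell by 1.03. That of BIN2 was -0.38 (adjusted p = 0.502). In the term "brassinosteroid biosynthetic process" of Additional file 1, 11 of 22 transcripts fell, 2 rose and 9 were not called, as over the list alone, and on the deposited values 6 fell and 0 rose. On those values 2 of the 9 keyword transcripts rose and 0 fell. The keyword appears 13 times in Additional file 3, in 12 of the motifs. Both lists were chosen on samples of the same study.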

Brassinoids have been reported to be involved in a range of developmental processes, such as stem and root growth, floral initiation, and the development of flowers and fruits [55, 66]. Studies also revealed that brassinoids can confer resistance of plants to various abiotic and biotic stresses, including cold stress [67, 68]. Li et al. [69] even reported that brassinolide mediates tolerance of plants to abiotic stress in general and cold stress in particular. Brassinoids have also been reported as involved in grape berry ripening [70] and early fruit development in cucumber [71], but their implication has not been reported yet in apple development and maturation. The present study has shown that several genes involved in the brassinoid pathway might play a role in the apple maturation and conservation at low temperature.

### AS-impacted sub-graphs

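Connecting the AS-impacted genes of the called transcripts through their links in the S network gave 17 sub-graphs of at least 3 AS-impacted genes, with 86 genes in all and 12 in the largest. CYP714A1 (MDP0000120044_r) was among the nodes of the tree that joins the largest sub-graph in the SAS network. Random strand labels on the same transcripts gave 16 to 37 such sub-graphs, with a median of 27. The motifs of Additional file 2 form 29 sub-graphs, and the one of the aldehyde dehydrogenase transcript holds 28 AS-impacted genes there. The count was 28 without Granny Smith and Golden delicious and 7 with the Cy5 channels only, so it depends on the samples and the dye.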

In the 60DAH experiment we identify 29 AS-impacted sub-graphs, when considering only graphs with at least three connected AS-impacted nodes. For instance, Fig. 6 shows a Steiner tree containing the AS-impacted gene of the change motif #3. This Steiner tree connect all the AS-impacted genes (drawn in orange triangle-shaped nodes) thanks to sense (blue) and anti-sense (purple) nodes from the SAS network. 

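The aldehyde dehydrogenase transcript of motif #3 was not among the called transcripts, so it did not enter the network and whether it is AS-impacted was not assessed there. A Steiner tree was drawn for the largest sub-graph instead. Of its 12 AS-impacted genes, 9 had a negative log2 fold change, and 11 could be joined in the SAS network. The tree joined them through 33 Steiner nodes, 16 of them sense and 17 anti-sense transcripts, which makes 44 nodes. Among its nodes are the transcript of CYP714A1 and the anti-sense transcript tied to lipid transport, MDP0000921319. The paper states that AS-impacted genes that were direct neighbours in the S network stay connected through sense and anti-sense nodes of the SAS network.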

Red links are interactions from the S network impacted by anti-sense transcription; they do not appear in the SAS network (nor in the Steiner tree). With this visualization, we can see that the core of the network has been highly modified by the integration of anti-sense actors, however AS-impacted genes that were direct neighbors in the S network are still connected but in an indirect manner. The Steiner tree from Fig. 6 is composed by 26 AS-impacted genes and 82 Steiner nodes. We perform a functional enrichment of AS-impacted genes in one hand and the whole genes of the Steiner tree in an other hand using the GO slim. The 26 AS-impacted genes are tagged with two GO slim categories: “other metabolic processes” (*p*-value: 0.030) and “transcription, DNA-dependent” (*p*-value: 0.023). The functional enrichment of the 108 genes of the Steiner tree are enriched by the “response to abiotic or biotic stimulus” GO slim category with a *p*-value of 0.048, which is consistent with our experimental context.

**Fig. 6:**
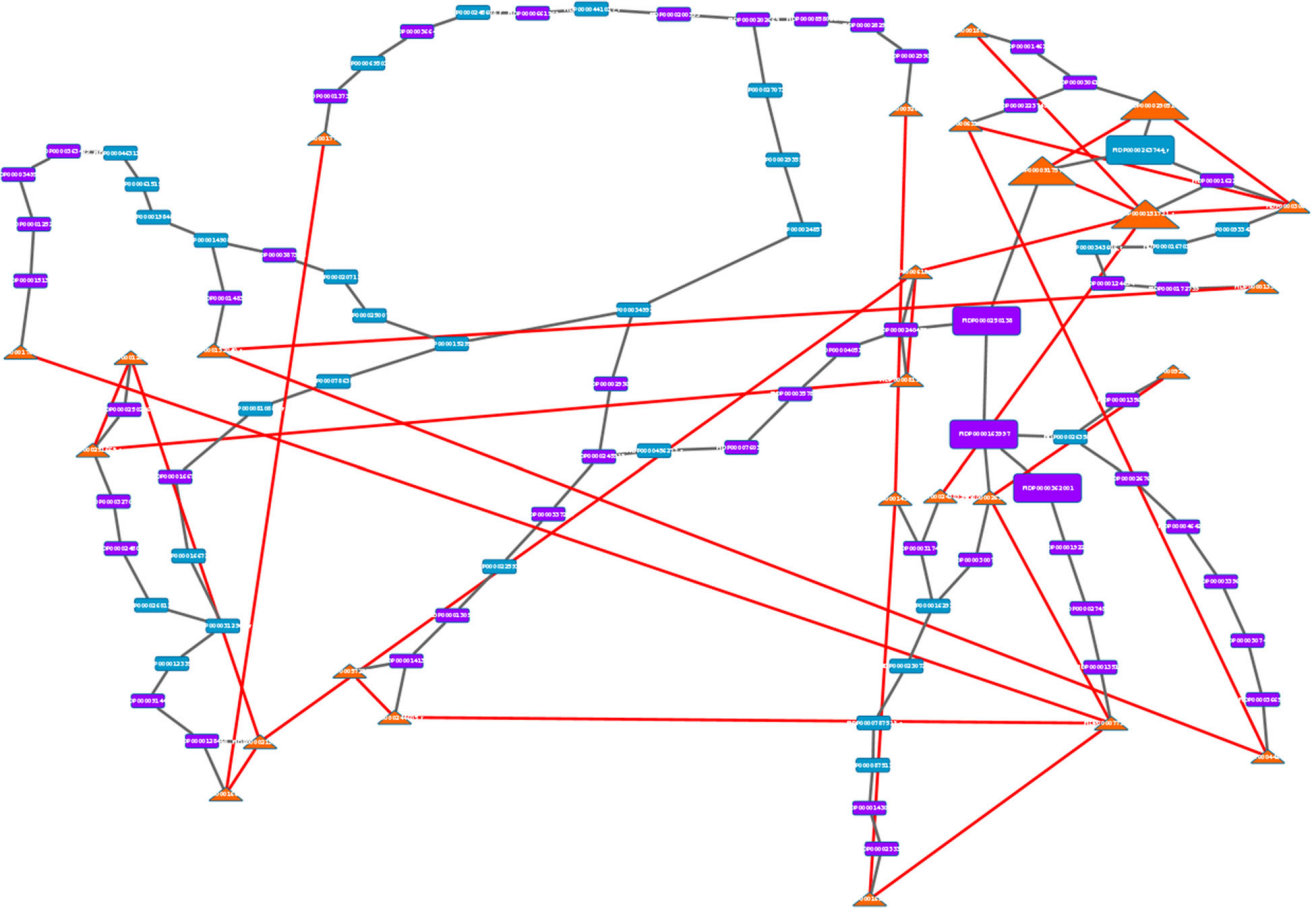
Steiner tree of an AS-impacted sub-graph from the 60DAH experiment. Orange nodes are AS-impacted genes, blue nodes are Steiner sense nodes, purple nodes are Steiner anti-sense nodes. Gray links are connections from the SAS network, red links are connections from the S network. Bigger nodes corresponds to the nodes from the change motif #3

## Conclusion

The original proposition of our work is to analyse the impact of anti-sense transcription on a large scale. To achieve this goal, sense and anti-sense transcripts are treated in the same way in our gene network inference method. By considering the recent ideas of differential network analysis, our main proposal is to compare network inferred from different sets of data: the sense data in one hand, and both the sense and anti-sense data in an other hand. To compare the inferred networks, we first propose the Extended Core Network inference method. Secondly we define the differential network analysis that we performed with the Extended Core Network method. The comparison of two networks inferred on different sets of actors shows that the integration of the anti-sense data clearly modifies the network topology. We define the AS-impacted genes and the change motifs, that identify those changes in the network topology. The biological analysis of change motifs on apple data highlights interesting actors and emphasizes the interest to take anti-sense data into account in transcriptomic analysis. The differential network analysis identifies subsets of new actors in the context of maturation and conservation of the fruit that will be explored in further studies. We also propose to study the AS-impacted sub-graphs to provide a more global view of the impact of anti-sense transcription on biological functions.

## Additional files

Additional file 1 List of the GO categories revealed by anti-sense data. List of the 104 revealed-by-AS terms. Column A: Identifier of the GO category. Column B: significant *p*-value. Column C: significant corrected *p*-value below 0.05, the correction used is the Benjamini & Hochberg False Discovery Rate (FDR) correction (Revealed-by-AS terms are ordered according to this criteria). Column D: Number of apple genes from the sample tagged with the GO category. Column E: Number of apple genes from the genome tagged with the GO category. Column F: Number of apple genes in the sample. Column G: Number of apple genes in the genome. Column H: Name of the GO category. Column I: Apple genes from the sample tagged with the GO category. Column J: Arabidopsis orthologs of the apple genes from the sample tagged with the GO category; here an Arabidopsis ortholog with an anti-sense apple gene is identified by the “_AS” prefix. (ODS 57 kb)

Additional file 2 Change motifs enrichment. Results of the enrichment analysis of the 308 change motifs from the 60DAH experiment. Columns A to D: apple genes, nodes of the change motif. Column E: GO slim category significantly over-represented by the genes present in the change motif (“No enrichment” if there is no significantly over-represented category). Column F: significant *p*-value below 0.05 (-1 if no enrichment). Column G: Apple genes from the sample tagged with the GO slim category. Column H: Number of apple genes in the genome. Column I: Number of apple genes in the sample. Column J: Number of apple genes from the genome tagged with the GO slim category. Column K: Number of apple genes from the sample tagged with the GO slim category. Columns L to O: Arabidopsis orthologs of the apple genes of the change motif. Column P: Arabidopsis orthologs of the apple genes from the sample tagged with the GO category. (ODS 34 kb)

Additional file 3 Functional annotation of change motifs significantly enriched according GO slim classification. For each enriched change motif from Additional file 2, we associate functional keywords from the TAIR annotation. Columns A to D: apple genes, nodes of the change motif. Column E: GO slim category significantly over-represented by the genes present in the change motif. Column F: significant *p*-value below 0.05 (change motifs are ordered according to this criteria). Column G: Arabidopsis orthologs tagged by the GO slim term associated with the change motif. Columns H to N: Functional keywords from Arabidopsis orthologs (TAIR annotations), keywords consistent with the biological context (fruit ripening in abiotic stress condition) are highlighted in orange. In columns H to N, we use the following abbreviations: ABA: abscissic acid; SA: salicylic acid; JA: jasmonate acid; ROS: reactive oxygen species. The three change motifs described in the manuscript (Fig. 5) are highlighted in blue. (ODS 23 kb)

Additional file 4 H experiment — http://www.info.univ-angers.fr/%7elegeay/AF4%5fHarvest.zip. Normalized data (without background suppression) of the H (Harvest) experiment. The file contains the normalized expression data of the 126,022 apple genes (rows) of the 22 samples (columns). The normalization method used is the quantile normalization.

Additional file 5 60DAH experiment — http://www.info.univ-angers.fr/%7elegeay/AF5%5f60DAH.zip. Normalized data (without background suppression) of the 60DAH (60 Days After Harvest) experiment. The file contains the normalized expression data of the 126,022 apple genes (rows) of the 22 samples (columns). The normalization method used is the quantile normalization.

## Abbreviations

AS: Anti-sense
C3NET: Conservative causal core network
ECN: Extended core network
GO: Gene ontology
RNA: Ribonucleic acid
S: Sense
SAS: Sense and anti-sense

How the deposited data were processed for this re-analysis (not part of the article)

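Fruit of 16 apple genotypes was profiled on the AryANE v1.0 array at harvest and after cold storage for 30, 60 and 120 d, in 192 dye channels. The authors deposited normalized log2 values, 1 per probe and channel, for 126022 probes, of which 63011 are sense and 63011 anti-sense probes and 306 carry a miRNA ID. The submitters' processing notes name R 2.14.1 and limma 3.10.1. The paper's methods name quantile normalization, and Additional files 4 and 5, not used here, are described as normalized without background suppression. The scanner's intensities were not used here. A second copy of the deposited table held identical values. Every column of the tables was tied to a sample by its label, and 0 columns were left over. The labels set apart some hybridisations of harvest against 60 d, which were left out in an alternative fit. For the other channels, which of them shared an array was not read from the labels, so no array was fitted as a block.

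From the deposited log2 values, the following was computed. The channels of the conditions compared were quantile-normalized together, and the channels of each genotype and harvest year were averaged. Conditions were compared with lmFit and eBayes in limma 3.58.1 on R 4.3.3, with data.table 1.17.8 for reading. A transcript was called at a Benjamini-Hochberg adjusted p under 0.01 over all probes and a log2 fold change of at least 1 in size. Comparisons of 30 d and 120 d with harvest used the genotype-years that have both samples. Differences of the storage effect between harvest years, and between cultivars and hybrids, were tested as limma interaction terms at the same adjusted p. Networks, motifs and correlations were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and networkx 3.6.1, and figures were drawn with matplotlib 3.10.9. The network threshold came from 1000 permuted profiles at a level of 0.01, the accepting rate was 0.05, and sub-graphs needed at least 3 AS-impacted genes. The correlations of Fig. 5 used 100000 permutations, two-sided, with Benjamini-Hochberg adjustment over the 17 links. The smallest p these permutations can give is 1e-05. The published motifs were compared with 1000 bootstrap draws of genotypes.

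The limma step was tested on simulated data with the real probes' means and spreads, 100 probes changed at each size. For harvest against 60 d, 92% were recovered at a log2 change of 1.5 and 100% at 2.5, with 0 unchanged probes called. For harvest against 30 d the shares were 92% and 100%, with 0 unchanged probes called. For harvest against 120 d they were 82% and 98%, with 2 unchanged probes called. The interaction with the harvest year recovered 37% and 76%, with 2 unchanged probes called, and the interaction with cultivars and hybrids 38% and 85%, with 0. A simulated network of 2200 transcripts returned 200 of 200 planted AS-impacted genes and 0 of 1300 others. Its links were planted stronger than most measured ones, so it does not give the accuracy on these data.

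The same genotype and harvest year was sampled at harvest and at 60 d in 24 cases. The deviations of these pairs from their condition means correlated at a median of 0.472, with 23 of 24 above 0.1 and a lowest value of 0.064, against a median of -0.055 for samples of different genotype-years. A fit with the genotype-year as a block was therefore run beside the fit without it. The other alternatives were an unadjusted p, no fold change threshold, other sets of samples, the genotype as the replicate or as a random block (consensus correlation 0.292), the harvest year as a block or alone, single dyes, the deposited values, median and MAD scaling, a filter on dim probes (mean log2 value above 8.26) and each genotype left out in turn. For the networks, other accepting rates, thresholds and Pearson's correlation were also tried. These alternatives, the lists and the rule for named transcripts were set before the data were examined, except where said otherwise.

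The transcripts named are those drawn in Fig. 5 or named in the paper, on both strands, the 10 sense and 10 anti-sense transcripts with the largest change among those moving the same way in all pairs, the transcripts with a brassinosteroid keyword, up to 4 called members of each keyword group with the smallest adjusted p, the couples with the largest summed change, and the motifs with the most extreme differences. Of the 90 transcripts this rule gives, those without a function in the tables are mostly not printed. Functions come from Arabidopsis matches in the paper and Additional files 2 and 3, which tie 707 IDs to an ortholog and 171 to a keyword. The apple IDs were not matched to other gene names. No enrichment test was run, since no annotation of all apple transcripts was used here and most lists of Additional file 1 are shortened in the copy used.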

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

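The test of the split of all calls among the couples, the splits that draw genotypes as hybrids, the relabellings on other values and dyes and the published links on other values were chosen only after the results were seen.

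The paper does not analyse the samples stored for 30 d and 120 d. After 30 d, 868 sense and 493 anti-sense transcripts were called against harvest (24 genotype-years each, limma), and 1067 of them were also called at 60 d, in the same direction. After 120 d, 2736 sense and 1508 anti-sense transcripts were called (16 genotype-years each, limma), 1875 of them also at 60 d. These comparisons share their harvest samples with that of 60 d, so calls overlap in part for this reason alone, and no test of the overlap was run. Chance can be excluded for each of these 4 counts, since the highest of the other 99 splits of the same samples gave 0, and the real split alone was as large (1 of 100). The same holds for the 1531 sense transcripts, 707 anti-sense transcripts and 324 couples called at 60 d, where the highest of the other splits was also 0.

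The paper also reports no network at harvest, where 247 of the same sense transcripts were AS-impacted over 27 genotype-years. Random strand labels gave 345 to 418 there. Of the 247, 70 were AS-impacted at 60DAH too, against 48.1 if the networks were independent. They are not, since 24 genotype-years were sampled in both conditions, so the overlap was not taken as evidence.

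The effect of 60 d of storage differed between cultivars and hybrids for 9 transcripts (limma interaction, 23 genotype-years), 6 sense and 3 anti-sense, none with a function in the tables. Chance can be excluded for splits of the genotype-years, where the highest other gave 0 (1 of 100 as large). When whole genotypes were drawn as the hybrids, the highest other gave 7 (1 of 100 as large), so sets of genotypes without a shared class come close to the real count. MDP0000196593_r had a log2 fold change of 2.82 in cultivars and 0.39 in hybrids (interaction -2.63, adjusted p = 4.9e-06), and MDP0000785770_r -1.83 and 0.32 (2.20, adjusted p = 0.0038). The fold changes come from separate fits on all cultivar and all hybrid samples, and the interactions from the paired ones of 2011 and 2012, so they do not add up exactly. With the genotype-year as a block 232 transcripts passed, and 13 on the deposited values. The hybrids are 4 genotypes.

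In all 324 couples called at 60DAH both strands moved the same way. The split of all calls into higher and lower is argued against as the reason, since pairing sense and anti-sense calls of different genes gave 60.2% the same way. A candidate explanation is sense RNA read by the anti-sense probe, which predicts that the anti-sense change seldom exceeds the sense change. The anti-sense change was the larger in 101 of the 324 couples, but at an adjusted p under 0.05 (limma) in only 15 (4.6%). At that level the sense change was the larger in 68, and most couples were not resolved. The candidate explanation stays open, as does transcription of both strands in the same fruit, which was not tested separately.

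Fewer genes were AS-impacted with the actual strands (298) than with any random labels. A lower level or spread of the anti-sense transcripts is argued against, since labels redrawn among transcripts of like level and SD gave at least 336. Both strands of a gene lying in the network is argued against too, since without the anti-sense partners of called sense transcripts the count was 172 and the lowest relabelling 195. The count also lay below all relabellings on the deposited values (216 against 272 to 359) and with each dye alone. No biological explanation was tested.

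Of the 308 published motifs, 135 had the stronger anti-sense interaction at 60DAH, where their definition asks for all. In the 151 motifs with 1 partner of each kind, the anti-sense interaction was the stronger in 80 and the sense interaction in 69. On the samples, values and M that chose the motifs, all 308 would have the stronger anti-sense interaction by definition. Sampling noise in the choice of the best partner therefore cannot give the 135 alone, without a difference in samples, values or steps. Partners chosen in 1 set of samples often did not hold in another. Of the 356 genes AS-impacted in 2011 and the 311 in 2012, 48.7% had the stronger anti-sense interaction with the same partners in the other year. Genes found in both years were counted for each. Without Granny Smith and Golden delicious (22 samples) the count was 131. Some difference from the samples, values or steps used here therefore lies behind these counts. Which of them differ was not determined for the published network. Its SAS links had a median rho of 0.269 in size, above all 1000 sets of random pairs (at most 0.231), which excludes only values unrelated to these, while the best anti-sense partners of sense transcripts here reached a median of 0.715. With each dye alone the SAS links also lay above all random sets (0.220 against 0.211 and 0.240 against 0.214), but not on the deposited values (0.547, random 0.486 to 0.575) or with median and MAD scaling (0.234, random 0.174 to 0.246), where the S links did (0.527 against 0.509 and 0.298 against 0.259); no biological explanation was tested.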

How the results depend on the processing

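The settings without Cox and Gala, with cultivars or hybrids only, with 60 d channels normalized alone or each condition normalized by itself, and the block and deposited values for gene groups, were chosen only after the results were seen.

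For the sense, anti-sense and couple counts at 60DAH (1531, 707 and 324), 30 of 36 alternatives stayed within 1.5 times. The others were no fold change threshold (2788, 1976 and 827), the genotype as the replicate (851, 421 and 167), the 2012 harvest only (313, 226 and 52), the deposited values (924, 413 and 140) and hybrids only (81, 61 and 2). The 2011 harvest gave 1008 sense transcripts and 202 couples, and separate normalization 1070 anti-sense transcripts. Fewer samples enter with 1 year, the hybrids or genotypes; for the other settings the cause was not tested. Leaving out 1 genotype at a time gave 1322 to 1604, 605 to 773 and 266 to 356.

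AS-impacted genes at 60DAH moved to 108 at an accepting rate of 0.2 and to 1 with a Bonferroni threshold, and at harvest to 105 at the rate of 0.2. Sub-graphs moved to 5 and 0 under these, to 28 without Granny Smith and Golden delicious, 7 with Cy5 only and 26 with cultivars only, and ranged from 14 to 24 with 1 genotype left out. AS-impacted genes then ranged from 278 to 330. The cause was not tested. Published motifs with the stronger anti-sense interaction numbered 118 to 145 under all 31 alternatives, none over 1.5 times away from 135.

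Of the links of Fig. 5, 7 passed the adjusted Spearman test, against 2 with the 2011 harvest, 4 with the 2012 harvest, 0 with Cy3 only, 0 with hybrids only and 17 on the deposited values. On the deposited values 4 links turned from negative to positive: thioredoxin with superoxide dismutase (0.678) and with the brassinosteroid kinase (0.526), CYP714A1 with superoxide dismutase (0.692), and MDP0000309881 with MDP0000920069 (0.582). Random pairs of the SAS kind had a median rho of 0.534 in size there, against 0.192 in the values used here, and the cause was not tested. Leaving out a genotype left 7 links each time.

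The interaction of storage with the harvest year was 0 transcripts in limma (6020 at an unadjusted p under 0.05, 977 at an unadjusted p under 0.01), and 0 with the block and on the deposited values. Both unadjusted counts lie below the number expected by chance over 126022 probes. With the genotype-year as a block, however, 13479 had an unadjusted p under 0.05 in limma, which is above that number. A difference between harvest years is therefore not ruled out. Any swap of years within genotypes gives at least 0 (100 of 100 did), so swaps say nothing about chance here. That with cultivars and hybrids was 9, against 5171 at the unadjusted p and 232 with the genotype-year as a block.

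Called transcripts at 30 d numbered 336 sense and 153 anti-sense on the deposited values and 485 sense with median and MAD scaling. At 120 d all 4 alternatives stayed within 1.5 times, for sense (2412 to 3378) and anti-sense transcripts (1163 to 1815). Called members of the 10 keyword groups, summed, numbered 95, 120 with the block and 58 on the deposited values. The cause was not tested.

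The block over genotype-years gave 1874 sense transcripts, 911 anti-sense transcripts and 382 couples. Over all probes it kept 2161 of the 2238 calls, so single calls were both lost and gained. At 30 d and 120 d it gave 1204 and 3155 sense transcripts. Of the 90 named transcripts it added 7 calls and ended 0, and it changed no other call of a named transcript. The 2012 harvest alone ended 18 calls of named transcripts, 2011 alone 9 and the deposited values 11, and none turned its direction. No measure of signal over background was used, so calls of dim probes rest on the spread between samples, and the dim probe filter gave 1572 and 720.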

Differences from the paper's values

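Of the settings named, those with cultivars or hybrids only, without Cox and Gala, and with separate or 60 d only normalization were chosen only after the results were seen. The paper states a p-value of 1% and 1 log change and names no test or correction, while the counts here use an adjusted p.

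The paper's number of differentially expressed sense transcripts is 931, and 1531 were called here. Of the alternatives set before the data were examined, 11 of 32 came within 1.5 times of the paper's value. These were the deposited values (924), the genotype as the replicate (851), the 2011 harvest (1008), Cy5 only (1204), 22 against 22 samples (1239), median and MAD scaling (1257), Cy3 only (1312), and leaving out Gala (1322), Golden delicious (1323), Jonagold (1336) or Ariane (1380). The other 21 did not, among them the unadjusted p (1784), no fold change threshold (2788), the blocks (1874, 1801 and 1596), the paired samples (1529), the dim probe filter (1572), the set without hybridisations of harvest against 60 d (1528), the 2012 harvest (313) and the other genotypes left out. On the deposited values the anti-sense count was 413, against the paper's 694, and 707 in the normalization used here. Of the settings chosen after seeing the values, the one without Cox and Gala came within 1.5 times (1212) but left 507 of the 913 transcripts of Additional file 2 uncalled, 97 of them among the 498 called here, and cultivars only (1619), hybrids only (81) and separate normalization (1994) did not.

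The paper's number of couples is 200, against 324 here. Within 1.5 times came 13 of 32 alternatives: the 2011 harvest (202), median and MAD scaling (235), the genotype as the replicate (167), the deposited values (140), Cy5 only (255), Cy3 only (276), 22 against 22 (291), and leaving out Jonagold (266), Gala (270), Ariane (281), Cox (291), Golden delicious (293) or Fuji (295). The other 19 did not, among them the unadjusted p (377), no fold change threshold (827), the genotype-year block (382), the paired samples (317) and the 2012 harvest (52). Of the settings chosen after seeing the values, only the one without Cox and Gala came within (234), with the losses given for the sense count.

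The paper gives AS-impacted genes as about 30% of sense actors, against 19.5% here. Within 1.5 times came accepting rates of 0 (25.3%) and 0.01 (24.6%), transcripts called in the 22 against 22 fit (23.5%), the 2011 (23.3%) and 2012 harvests (20.3%), the genotype as the replicate (22.7%), 22 samples (21.9%), the paired samples (20.6%), and leaving out Greensleeves (21.6%), Golden delicious (21.5%), Gala (20.6%) or H088 (20.3%). The other 20 did not, among them rates of 0.1 (14.8%) and 0.2 (7.1%), the deposited values (14.1%), each dye (15.2% and 16.5%), Pearson's correlation (16.9%), the Bonferroni threshold (0.1%) and no threshold (19.5%). Chosen after seeing the values, cultivars only (22.6%) and the set without Cox and Gala (20.5%) came within, and 60 d channels normalized alone (19.7%) did not. Of the paper's 308 AS-impacted genes, cultivars only found 53 and the set without Cox and Gala 38, against 42 in the network used here. They missed 27 and 19 of those 42.

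The paper gives 29 AS-impacted sub-graphs, against 17 here. Within 1.5 times came 22 samples (28), transcripts called by the unadjusted p (25), the genotype as the replicate (24), the 2011 harvest (24), accepting rates of 0 (23) and 0.01 (22), transcripts called with the block (23), and leaving out Chantecler or Cox (24), Golden delicious (23), Granny Smith, H074 or V002 (22), Jonagold (21) or Gala (20). The other 17 did not, among them rates of 0.1 (14) and 0.2 (5), each dye (14 and 7), the deposited values (14), Pearson's correlation (13), the 2012 harvest (19), the paired samples (14) and the Bonferroni threshold (0). Chosen after seeing the values, cultivars only (26) and the set without Cox and Gala (20) came within, and 60 d channels normalized alone (19) did not. How many of the paper's AS-impacted genes these settings found is given with the share.

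All of the paper's 308 change motifs have the stronger anti-sense interaction by definition, against 135 here. None of the 28 alternatives came within 1.5 times (118 to 145).

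The paper gives 22 genotypes at harvest and at 60DAH, against 14 genotypes in each condition here, in 27 and 26 genotype-years. The alternative named 22 against 22, or 22 samples for the networks, leaves out Granny Smith and Golden delicious. It holds 22 genotype-years in each condition, and the paper describes the normalized data of each condition as 22 samples. The paper's 22 may therefore be genotype-years, but its text does not name them. This set gave 1239 sense transcripts, 717 anti-sense transcripts and 291 couples, against the paper's 931, 694 and 200.

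The paper's tree of motif #3 starts from an AS-impacted aldehyde dehydrogenase transcript, which was not called here (log2 fold change -1.03, adjusted p = 0.012) but was called with the genotype-year block (adjusted p = 0.000105). The paper names 26 AS-impacted genes for this tree, and the sub-graph rebuilt from Additional file 2 holds 28. The paper draws motif #1 with links of thioredoxin, none of which passed the correlation test here. Of the paper's 913 motif transcripts, 498 were called here, 553 at the unadjusted p, 584 with the block and 318 on the deposited values.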

Other observations

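The comparison at equal genotype-years, the medians over time and the published motifs and links in other conditions were chosen after the results were seen.

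Transcripts called at 60 d had smaller median changes at 30 d and larger ones at 120 d. Sense transcripts called higher at 60DAH had a median log2 fold change of 1.18 at 30 d, 1.39 at 60 d and 1.74 at 120 d, and those called lower had -1.08, -1.34 and -1.68. Anti-sense transcripts had medians of 1.27, 1.29 and 1.70 when higher and -0.99, -1.33 and -1.68 when lower. The transcripts were chosen at 60 d, which favours that time point over the others. All comparisons share harvest samples, which makes them alike in part, and how far was not tested. The genotypes differ as well, since the 120 d samples come from 8 cultivars and 0 hybrids and the 60 d samples from 10 cultivars and 4 hybrids, so the medians do not separate time from genotype.

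Over the 23 genotype-years sampled at both times, 762 sense and 451 anti-sense transcripts were called at 30 d and 1491 and 784 at 60 d. Over the 15 sampled at 60 d and 120 d, the counts were 1605 and 1112 at 60 d and 2612 and 1478 at 120 d. At 30 d, 243 of the 868 sense calls and 261 of the 493 anti-sense calls were higher. At 120 d, 800 of 2736 and 493 of 1508 were. At 30 d all 167 couples moved the same way, and at 120 d 767 of 768 did. These are counts of calls, and the difference between times was not tested.

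The published motifs were also measured in the other conditions. The anti-sense interaction was the stronger in 146 and the sense interaction in 152 of the 308 motifs at harvest, 135 and 173 at 30 d, and 139 and 161 at 120 d. Published links lay within the range of random pairs of the same transcripts at harvest (median rho in size 0.220 for S and 0.236 for SAS links) and at 120 d (0.249 and 0.285). At 30 d the SAS links did too (0.222), and the S links lay at its upper end (0.226).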
